# Cytosolic and Nucleosolic Calcium-Regulated Molecular Networks in Response to Long-Term Treatment with Abscisic Acid and Methyl Jasmonate in *Arabidopsis thaliana*

**DOI:** 10.3390/genes13030524

**Published:** 2022-03-16

**Authors:** Doudou Wang, Feifei Huang, Pengcheng Yan, Yanli Nie, Lvli Chen, Jin Luo, Heping Zhao, Yingdian Wang, Shengcheng Han

**Keywords:** cytosolic calcium-regulated hormone-responsive gene, nucleosolic calcium-regulated hormone-responsive gene, gene co-expression network, hub gene, *A. thaliana*

## Abstract

Calcium acts as a universal secondary messenger that transfers developmental cues and stress signals for gene expression and adaptive growth. A prior study showed that abiotic stresses induce mutually independent cytosolic Ca^2+^ ([Ca^2+^]_cyt_) and nucleosolic Ca^2+^ ([Ca^2+^]_nuc_) increases in *Arabidopsis thaliana* root cells. However, gene expression networks deciphering [Ca^2+^]_cyt_ and [Ca^2+^]_nuc_ signalling pathways remain elusive. Here, using transgenic *A. thaliana* to selectively impair abscisic acid (ABA)- or methyl jasmonate (MeJA)-induced [Ca^2+^]_cyt_ and [Ca^2+^]_nuc_ increases, we identified [Ca^2+^]_cyt_- and [Ca^2+^]_nuc_-regulated ABA- or MeJA-responsive genes with a genome oligo-array. Gene co-expression network analysis revealed four Ca^2+^ signal-decoding genes, *CAM1*, *CIPK8*, *GAD1*, *and CPN20*, as hub genes co-expressed with Ca^2+^-regulated hormone-responsive genes and hormone signalling genes. Luciferase complementation imaging assays showed interactions among CAM1, CIPK8, and GAD1; they also showed interactions with several proteins encoded by Ca^2+^-regulated hormone-responsive genes. Furthermore, CAM1 and CIPK8 were required for MeJA-induced stomatal closure; they were associated with ABA-inhibited seed germination. Quantitative reverse transcription polymerase chain reaction analysis showed the unique expression pattern of [Ca^2+^]-regulated hormone-responsive genes in *cam1*, *cipk8*, and *gad1*. This comprehensive understanding of distinct Ca^2+^ and hormonal signalling will allow the application of approaches to uncover novel molecular foundations for responses to developmental and stress signals in plants.

## 1. Introduction

Sessile plants respond to developmental and environmental cues through various secondary messengers and phytohormones. Calcium ion (Ca^2+^) is a universal secondary messenger involved in fertilisation, growth, and development; it responds to both biotic and abiotic stresses in plants [1,2,3]. In addition, plants produce hormones (e.g., abscisic acid (ABA) and jasmonic acid (JA)) to help them grow, develop, and adapt to their changing environments [4,5]. Both ABA and methyl jasmonate (MeJA) can induce increases in cytosolic Ca^2+^ ([Ca^2+^]_cyt_) in plant guard cells and roots [6,7,8]. Using tobacco suspension cells transiently transformed with cytosolic- or nucleus-targeted apoaequorin, Walter et al. [9] found that both 12-oxophytodienoic acid, the precursor of JA, and JA itself could separately induce a transient increase in nuclear Ca^2+^ ([Ca^2+^]_nuc_) and [Ca^2+^]_cyt_ in a concentration-dependent manner. Krebs et al. [10] also demonstrated that external ATP could induce increases in [Ca^2+^]_nuc_ and [Ca^2+^]_cyt_ in *Arabidopsis thaliana* root cells and Nod factor-induced spikes in [Ca^2+^]_nuc_ and [Ca^2+^]_cyt_ in *Lotus japonicus* root hair cells. Additionally, osmotic and salt stresses can separately trigger mutually independent increases in [Ca^2+^]_nuc_ and [Ca^2+^]_cyt_ in *A. thaliana* roots; such increases are involved in specific gene expression, root growth, and lateral root development [11]. Therefore, deciphering the [Ca^2+^]_cyt_- and [Ca^2+^]_nuc_-regulated molecular networks and their crosstalk with hormone signalling pathways is essential for greater comprehension of Ca^2+^ signalling in plants.

Ca^2+^ signals are characterised as stimulus-specific signatures in terms of duration, amplitude, and frequency of [Ca^2+^] elevation [3]; they are sensed by intracellular Ca^2+^ sensor proteins composed of calmodulins (CaMs) and calmodulin-like proteins (CMLs) [12], Ca^2+^-dependent protein kinases (CPKs), CPK-related kinases (CRKs) [13], Ca^2+^- and Ca^2+^/CaM-dependent protein kinases (CCaMKs) [14,15], and calcineurin B-like proteins (CBLs), along with CBL-interacting protein kinases (CIPKs) [16]. Complex gene families encode these Ca^2+^ sensors; most possess classical EF-hand motifs, which allow for the binding of Ca^2+^ and triggering of Ca^2+^-dependent conformational changes within these proteins for signal transduction [17,18]. Throughout the *A. thaliana* genome, the *CaM/CML* family is represented by 6 *CaM* and 50 *CML* genes [19], the *CBL-CIPK* family has 10 *CBLs* and 25 *CIPKs* [20], and the *CPK/CRK* family is encoded by 34 *CPK* and 8 *CRK* genes [13]. In contrast to CaMs present in all eukaryotes, CMLs, CBLs-CIPKs, CCaMKs, and CPKs/CRKs—all of which form intricate signalling networks that enable phosphorylation events, changes in protein–protein interactions, and gene expression regulation—are mainly restricted to plants and some protists [21].

In plants, Ca^2+^ sensors can be classified into two major groups: sensor relays and sensor responders [2]. CaMs, CMLs, and CBLs do not have any known enzymatic functional domains; therefore, they are considered members of the sensor relay group. A notable exception is CaM7, which physically interacts with HY5 and directly binds the T/G- and E-box cis-acting elements in the *HY5* promoter to regulate its expression in *A. thaliana* [22,23]. In contrast, CPKs, CRKs, and CCaMKs are sensor responders; they contain one or more EF-hand motifs and a catalytic or functional domain, the activity of which is regulated by binding of Ca^2+^ to the EF-hand motifs. Elevated levels of [Ca^2+^]_nuc_ and [Ca^2+^]_cyt_ modulate gene expression through sensor relays or sensor responders via different mechanisms. CaMs and CMLs interact with DNA-binding proteins and regulate their activities, resulting in activation or repression of targeted gene expression. Furthermore, CPKs, CRKs, CCaMKs, and CBLs-CIPKs phosphorylate specific DNA-binding proteins to regulate gene expression [24]. In addition, a Ca^2+^-binding transcription factor, designated as AtNIG1 (*A. thaliana* NaCl-inducible gene 1), was initially identified as a basic helix–loop–helix-type transcription factor that contained an EF-hand motif and bound the E-box element (CANNTG) within the promoter regions of various salt stress-related genes [25]. CaM antagonists (e.g., N-(6-aminohexyl)-5-chloro-1-naphthelenesulphonamid-hydrochloride, trifluoperazine, fluphenazine-N-2-chloroethane dihydrochloride, and calmidazolium chloride) can induce increases of [Ca^2+^]_cyt_ in plant cells [26,27]. Therefore, using DNA microarrays to analyse early transcriptome changes, Kaplan and colleagues [27] revealed 230 [Ca^2+^]_cyt_-responsive genes. Furthermore, 269 [Ca^2+^]_cyt_-upregulated genes were identified in *A. thaliana* seedlings, using full genome microarray analysis [28]. However, [Ca^2+^]_nuc_-regulated genes have not been identified; the crosstalk between Ca^2+^ and hormone signalling pathways in response to diverse stresses and developmental cues remains elusive.

This study represents a comprehensive investigation of the *A. thaliana* transcriptome for [Ca^2+^]_nuc_- and [Ca^2+^]_cyt_-regulated genes in cytosolic-localised parvalbumin (*PV-NES*) and nucleosolic-localised parvalbumin (*PV-NLS*) transgenic *A. thaliana* seedlings in response to ABA and MeJA using full genome microarray analysis. This work revealed 244 [Ca^2+^]_cyt_- and [Ca^2+^]_nuc_-regulated ABA-responsive genes and 144 [Ca^2+^]_cyt_- and [Ca^2+^]_nuc_-regulated MeJA-responsive genes. Moreover, using systems biology approaches focusing on genes transcriptionally regulated by Ca^2+^ and hormones, we defined a highly reliable gene co-expression network among [Ca^2+^]_cyt_- and [Ca^2+^]_nuc_-regulated genes, Ca^2+^ signal-decoding proteins, and ABA/JA signalling pathway proteins to uncover dynamic subnetwork structures in response to hormone treatment in *A. thaliana*.

## 2. Materials and Methods

### 2.1. Plant Material and Growth Conditions

*A. thaliana* (Col-0 ecotype) plants were grown with a cycle of 16 h light (120 μmol m^−2^ s^−1^)/8 h dark at 22 °C and 60% relative humidity. T-DNA insertion mutants *cam1* (SALK_202076c), *gad1* (SALK_022227), and *cipk8* (SALK_139697c) were obtained from The *A. thaliana* Information Resource (https://www.arabidopsis.org/ (accessed on 6 September 2017)) (Figure S1A). After genotyping progeny from self-crossed plants by polymerase chain reaction (PCR) (Figure S1B) and assessing target gene transcription in seedlings by quantitative reverse transcription PCR (qRT-PCR) (Figure S1C), we obtained homozygous lines of *cam1*, *cipk8*, and *gad1*. The used primers are listed in Table S1.

*A. thaliana* seeds were surface-sterilised with 75% ethanol and plated on half-strength Murashige and Skoog (MS) salts, 2% sucrose, and 0.8% (*w/v*) agar at pH 5.8. After stratification at 4 °C in the dark for 3 days, the plates were transferred to a growth chamber under 16 h light (120 μmol m^−2^ s^−1^)/8 h dark at 22 °C for another 3 days. Seedlings were then transferred to half-strength MS plates containing 10 μM ABA or 50 μM MeJA, cultured for 5 additional days, and collected for RNA extraction. For the germination assay, seeds were plated on half-strength MS plates containing 0.5 μM ABA or 50 μM MeJA at 4 °C in the dark for 3 days. The plates were then transferred to a growth chamber for 3 days, and the seed germination rate was calculated.

### 2.2. Imaging of [Ca^2+^]_cyt_ and [Ca^2+^]_nuc_ in A. thaliana Roots

[Ca^2+^] measurements were performed in mature root sections of 1-week-old *A. thaliana* seedlings, as previously described [11]. Transgenic *A. thaliana* lines containing cytosolic-localised yellow Cameleon YC 3.6 (NES-YC3.6) or nuclear-localised yellow Cameleon YC 3.6 (NLS-YC3.6) were used to monitor the effects of ABA and MeJA on changes in [Ca^2+^]_cyt_ and [Ca^2+^]_nuc_ in root cells. After germination, *A. thaliana* seedlings were grown vertically on half-strength MS medium for 5–7 days; the roots were immobilised by overlaying 1% (*w/v*) low-melting-point agarose (AMRESCO, Dallas, TX, USA) in an Attofluor^®^ Cell Chamber (Invitrogen, Waltham, MA, USA). After a small tunnel in the agarose had been made to expose the root, 200 μL of bathing solution buffer (0.5× MS salt, 1% sucrose, 10 mM MES-KOH, pH 5.8) were applied to the chamber. ABA (10 µM) and MeJA (50 µM) in the same bathing solution were separately perfused as the stimulus into the chamber. The mean fluorescence resonance energy transfer values in response to different stimuli represented measurement of 20–30 root cells from at least nine independent seedlings, each of which included three to six root cells. Analyses of statistical significance were performed using the unpaired Student’s *t*-test with GraphPad Prism 5.0 (GraphPad Software, San Diego, CA, USA) and the results are presented as means ± standard deviations (SDs).

### 2.3. Stomatal Aperture Bioassay

Rosette leaves were detached from 3- to 4-week-old *A. thaliana* plants and floated in a solution containing 10 mM KCl, 2 mM CaCl_2_, and 10 mM MES-Tris at pH 6.15 for 2 h in a growth chamber under light (120 μmol m^−2^ s^−1^) at 22 °C. ABA (10 μM) and MeJA (50 μM) were separately added to the solutions for 2 h to assess stomatal closure, as previously described [29]. Stomatal apertures were imaged with a digital camera (DP72; Olympus Corp., Tokyo, Japan) attached to a fluorescence microscope (BX51; Olympus Corp.) and measured using DP2-BAW software (Olympus Corp.).

### 2.4. Total RNA Isolation and Analysis of Microarray Data

Two wild-type (WT) plants and three previously described independent *PV-NES* lines (1, 7, and 11) and *PV-NLS* transgenic lines (4, 5, and 8) [11] were used for microarray analysis. First, total RNA was extracted from seedlings that had been treated with 10 μM ABA or 50 μM MeJA for 5 days using the Eastep^®^ Super Total RNA Extraction Kit (Promega, Madison, WI, USA), in accordance with the manufacturer’s instructions. Approximately 2 μg of total RNA were reverse-transcribed into first-strand cDNA using the First-Strand cDNA Synthesis SuperMix (TransScript, Beijing, China). The cDNA was hybridised on an Affymetrix *A. thaliana* ATH1-121501 genome array using a GPL198 platform (CapitalBio Corporation, Beijing, China). All generated datasets are publicly available in the Gene Expression Omnibus database under the accession number GSE109611.

Files in .cel format were read into R and normalised using the RMA procedure. The cor function was used to calculate the Pearson correlation coefficient, represented by R. The R-value of duplicate samples ranged from 0.98 to 1, indicating high relevance and repeatability. 

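Arrays of 1 group, which hold the 3 transgenic lines of a genotype under 1 treatment or the 2 WT controls, correlated with Pearson's r of 0.982 to 0.997. This is across all probe sets, which are not independent replicates. The lowest pair was among the MeJA-treated *PV-NLS* lines (0.982 to 0.990), and the MeJA-treated *PV-NES* lines gave 0.985 to 0.994. After ABA, r was 0.992 to 0.994 in *PV-NES* and 0.991 to 0.996 in *PV-NLS*. The 2 WT controls gave 0.984, or 0.951 when only the probe sets brighter than the median were used. Pairs of arrays from different groups gave 0.945 to 0.997. The WT groups treated with ABA, MeJA and ACC hold 1 array each and give no such value.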

Volcano plot analysis, with a fold-change >2.0 and a false discovery rate-corrected *p*-value < 0.05, according to Student’s *t*-test, was performed to identify differentially expressed genes; such genes were visualised using Venn diagrams and heatmaps.

### 2.5. Construction of the A. thaliana Gene Co-Expression Network

Seven open or published *A. thaliana* chip datasets regarding ABA and JA hormone processing were collected from the Affymetrix GPL198 platform and downloaded from the Gene Expression Omnibus database on the National Center for Biotechnology Information website: GSE12715, GSE45662 [30], GSE84446, GSE39384 [31], GSE7432 [32], GSE5620 [33], and GSE109611. In accordance with a previously published method [34], R software was used to pre-process the data of each chip, mainly in terms of removing disproportionately low mean expression genes or genes with poor correlations. Finally, the dataset contained 13,083 genes in 165 samples. Then, the weighted gene co-expression network analysis algorithm in R software was used to construct the *A. thaliana* co-expression network. This algorithm can generate functional modules in various situations [35,36]. To construct the co-expression network, the weight value power selected in this study was 12; the corresponding Pearson correlation coefficient was approximately 0.9. Cytoscape_V3.2.1 was used to display the co-expression network results.

### 2.6. Firefly Luciferase Complementation Imaging (LCI) Assay

The LCI assay was conducted as previously described [37]. Coding sequences of glutamate decarboxylase 1 (GAD1), calmodulin 1 (CAM1), and calcineurin B-like protein-interacting protein kinase 8 (CIPK8) were inserted into the pCAMBIA-nLUC or pCAMBIA-cLUC vector. The Ca^2+^-regulated hormone response genes were cloned into the pCAMBIA-cLUC vector. The constructed plasmids and conjugative P19 plasmid were separately transformed into Agrobacterium GV3101 strains. A single colony was inoculated in the corresponding resistant YEB liquid medium and cultured overnight at 28 °C and 200 rpm. After centrifugation for 2 min at 12,000 rpm, the medium was discarded. The pellet was washed five times with tobacco transformation buffer (10 mM MES, 10 mM MgCl_2_, pH 5.6), resuspended with tobacco transformation buffer containing 0.1 mM acetosyringone, and infiltrated into the leaves of 3-week-old *Nicotiana benthamiana* (16 h day/8 h night, 25 °C) with pairs of nLUC and cLUC vectors. After 2–3 days, the luciferase assay substrate (Promega) was infiltrated into the leaf and reaction imaging was immediately captured by a low-light cooled charge-coupled device imaging system (Bio-Rad Laboratories, Inc., Hercules, CA, USA). The experiments were repeated at least three times.

### 2.7. qRT-PCR

Four-day-old seedlings were transferred to half-strength MS medium containing 10 μM ABA or 50 μM MeJA for 6 h, followed by RNA extraction and first-strand cDNA as described in Section 2.4. qRT-PCR was performed with Power SYBR^®^ Green PCR Master Mix (TransStart, Beijing, China) on a 7500 Fast Real-Time PCR System (Applied Biosystems, Foster City, CA, USA). Value changes of more than two-fold (>2 or <0.5) were considered to indicate the induction or repression of gene expression. All primers used in this study are listed in Table S1. The *A*. *thaliana actin2* gene served as an internal control. At least three independent biological replicates were performed.

### 2.8. Statistical Analysis

Data analyses were carried out using the Data Processing System [38]. Data are shown as means ± SDs of at least three independent experiments. Statistical comparisons were performed using one-way or two-way analysis of variance with Student’s *t*-test to identify significant differences among group means; *p* < 0.05 was considered to indicate statistical significance.

## 3. Results

### 3.1. Both ABA and MeJA Triggered [Ca^2+^]_cyt_ and [Ca^2+^]_nuc_ Increases in A. thaliana Roots

Transgenic *A. thaliana* lines containing cytosolic-localised yellow Cameleon YC 3.6 (NES-YC3.6) or nuclear-localised yellow Cameleon YC 3.6 (NLS-YC3.6) were used to monitor the effects of ABA and MeJA on changes in [Ca^2+^]_cyt_ and [Ca^2+^]_nuc_ in root cells. [Ca^2+^] measurements were performed in mature root sections of 1-week-old *A. thaliana* seedlings, as previously described [11]. Consistent with previous results from plant stomata [6,39], we demonstrated that both ABA and MeJA triggered [Ca^2+^]_cyt_ elevations in *A. thaliana* roots (Figure 1A,B). Moreover, ABA and MeJA induced [Ca^2+^]_nuc_ increases in *A. thaliana* root cells (Figure 1C,D), indicating that [Ca^2+^]_nuc_, similar to [Ca^2+^]_cyt_, participates in ABA and JA signalling within plants. In addition, the elevations of [Ca^2+^]_cyt_ and [Ca^2+^]_nuc_ elicited by ABA or MeJA were impaired in root cells of *PV-NES/NES-YC3.6* and *PV-NLS/NLS-YC3.6* plants, respectively, compared with the WT (Figure 1).

### 3.2. Elevated [Ca^2+^]_cyt_ and [Ca^2+^]_nuc_ Contributed to Significant Changes in ABA- or MeJA-Responsive Gene Expression Profiles in A. thaliana

To further elucidate the roles of [Ca^2+^]_cyt_ and [Ca^2+^]_nuc_ in gene expression in *A. thaliana*, genome microarray analyses were performed in *PV-NES* and *PV-NLS* seedlings in response to long-term treatment with ABA or MeJA. Three lines of each transgenic plant and two WT plants were used in the microarray analysis experiments; the datasets were deposited into the Gene Expression Omnibus database with the accession number GSE109611. 

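The seedlings were wild type (WT) or expressed parvalbumin, a Ca2+-binding protein that buffers Ca2+ in the cytosol when it carries a nuclear export signal (*PV-NES*) and in the nucleus when it carries a nuclear localization signal (*PV-NLS*). The deposited labels name 29 ATH1 arrays in 12 groups. Each of the 3 lines of *PV-NES* (1, 7 and 11) and of *PV-NLS* (4, 5 and 8) has 1 array under each of 4 conditions, which are control, 10 μM ABA, 50 μM MeJA and 1 μM ACC, the precursor of ethylene. WT has 2 control arrays and 1 array for each hormone. The ACC arrays are deposited with the others, and the paper's text does not describe them. The deposited values are log2 signals that the authors normalised by RMA together, from 1.35 to 13.26. For each gene, limma fitted the mean of each of the 12 groups and 1 variance shared by all groups, with 17 residual degrees of freedom. A lone WT array is therefore assumed to vary as the other arrays do. Genes are called responsive at a log2 fold change beyond 1 in either direction and an adjusted p under 0.05 over 22589 tested genes. The ABA, MeJA and ACC responses of a genotype share its control arrays. The number of arrays limits the precision of each value.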

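ABA raised transcripts of late embryogenesis abundant (LEA) proteins, which protect cells against water loss, in all 3 genotypes, and MeJA raised transcripts of the thionin genes THI2.1 and AT1G66100, of the lectin gene JAL23 and of anthocyanin enzymes. AT3G17520, a LEA gene, rose after ABA by a log2 fold change of 6.16 in WT (standard error 0.36, adjusted p = 1.19e-10 by limma's moderated test), 5.76 in *PV-NES* (standard error 0.24, adjusted p = 5.68e-14) and 6.03 in *PV-NLS* (adjusted p = 2.79e-14). Its log2 signal was 9.09 ± 0.22 (SD, n = 3 lines) in ABA-treated *PV-NES* and 3.33 ± 0.65 (SD, n = 3) in the *PV-NES* controls. The LEA genes LEA18 and LEA4-5 rose in WT, *PV-NES* and *PV-NLS* by 5.29, 4.67 and 5.01 and by 4.57, 4.56 and 4.40. ICL, which encodes isocitrate lyase of the glyoxylate cycle, rose by 3.27, 3.26 and 3.35. AT2G19970, of the PR-1-like protein family, fell after ABA, with log2 fold changes of -4.60, -4.34 and -5.08. The thionin gene AT1G66100 fell after ABA (-4.60, -4.42 and -4.13) and rose by 2.94, 2.38 and 2.46 after MeJA. THI2.1, a jasmonate-inducible thionin gene, rose after MeJA by 8.01 in WT (standard error 0.35, adjusted p = 2.44e-13), 8.36 in *PV-NES* (standard error 0.23, adjusted p = 1.09e-17) and 8.17 in *PV-NLS* (adjusted p = 1.82e-17). Its log2 signal was 11.42 ± 0.19 (SD, n = 3) in MeJA-treated *PV-NES* and 3.06 ± 0.14 (SD, n = 3) in the controls. JRG21, a jasmonate-regulated dioxygenase gene, rose by 6.71, 7.50 and 6.95, and JAL23, a jacalin-related lectin gene, by 7.43, 7.48 and 6.80. The mean control signals of AT3G17520, LEA18, ICL, THI2.1, JRG21 and JAL23 lie below every array's median signal and were not tested for detection, so the size of their folds is uncertain. UF3GT, an anthocyanin glycosyltransferase gene, rose after MeJA by 2.17, 2.19 and 2.53. LHCB4.3, a light-harvesting gene, fell after MeJA (-2.47, -1.51 and -1.92). Of 5 measured among 29 listed ABA- and drought-induced genes, LEA4-5, HIS1-3 and COR15A rose after ABA in each genotype (also 3 in each when adjusted over the list alone). Of 3 measured among 22 listed seed storage and late embryogenesis genes, 2 rose in WT and *PV-NES* and 3 in *PV-NLS*, the same counts as when adjusted over the list alone. PAP85 did not pass in *PV-NLS* by limma without *PV-NES* replicate 1 or 3 (adjusted p = 0.0647 and 0.0646) or with the line as a replicate block (0.0535). All 4 measured among 14 listed flavonoid and anthocyanin genes rose after MeJA in each genotype, also when adjusted over the list alone. ABA raised 530 genes and lowered 472 in WT, 418 and 249 in *PV-NES*, and 399 and 489 in *PV-NLS*. MeJA raised 652 and lowered 491 in WT, 547 and 546 in *PV-NES*, and 660 and 601 in *PV-NLS*. In all 3 genotypes, ABA raised 242 genes and lowered 170, and MeJA raised 432 and lowered 239. COR15A did not pass in WT without WT control replicate 1 (adjusted p = 0.192) or *PV-NLS* replicate 3 (0.0609), nor in *PV-NES* without *PV-NES* replicate 1 (0.143) or 2 (0.306) or *PV-NLS* replicate 2 (0.0532) or 3 (0.0724), 2 flavonoid genes rose after MeJA in WT without WT control replicate 2, and without that array 1754 genes responded to MeJA in WT. With only the WT arrays compared in the fit, 91 genes responded to ABA and 129 to MeJA in WT.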

Using the parameters of a 2.0-fold change and a *p*-value < 0.05, we identified 1001, 667, and 889 ABA-responsive genes in WT, *PV-NES*, and *PV-NLS* lines, respectively (Figure S2A–C); 1145, 1095, and 1262 MeJA-responsive genes were identified in WT, *PV-NES*, and *PV-NLS* lines, respectively (Figure S2D–F). Then, we identified 193 [Ca^2+^]_cyt_-regulated ABA-responsive genes, 15 [Ca^2+^]_nuc_-regulated ABA-responsive genes, and 14 [Ca^2+^]_cyt_- and [Ca^2+^]_nuc_-co-regulated ABA-responsive genes between WT and *PV-NES* or *PV-NLS* plants (Figure 2A and Figure S3 and Table S2); we also identified 40 [Ca^2+^]_cyt_-regulated MeJA-responsive genes, 57 [Ca^2+^]_nuc_-regulated MeJA-responsive genes, and 25 [Ca^2+^]_cyt_- and [Ca^2+^]_nuc_-co-regulated MeJA-responsive genes between WT and *PV-NES* or *PV-NLS* plants (Figure 2B and Figure S3 and Table S3). In addition, among these differentially expressed [Ca^2+^]_cyt_- or [Ca^2+^]_nuc_-regulated hormone-responsive genes, we identified eight [Ca^2+^]_cyt_-regulated ABA- and MeJA-responsive genes; two [Ca^2+^]_nuc_-regulated ABA- and MeJA-responsive genes; seven [Ca^2+^]_cyt_-regulated ABA-responsive and [Ca^2+^]_cyt_- and [Ca^2+^]_nuc_-co-regulated MeJA-responsive genes; two [Ca^2+^]_cyt_-regulated ABA-responsive and [Ca^2+^]_nuc_-regulated MeJA-responsive genes; one [Ca^2+^]_cyt_- and [Ca^2+^]_nuc_-co-regulated ABA-responsive and [Ca^2+^]_nuc_-regulated MeJA-responsive gene; one [Ca^2+^]_cyt_-regulated MeJA-responsive and [Ca^2+^]_nuc_-regulated ABA and MeJA-responsive gene; and one [Ca^2+^]_cyt_- and [Ca^2+^]_nuc_-co-regulated ABA and MeJA-responsive gene (Figure S3). These results suggest that both cytosolic and nucleosolic Ca^2+^ signals are involved in hormone-regulated gene expression and network crosstalk in *A. thaliana*.

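Some genes responded in WT and not, or less, in seedlings that buffer Ca2+ in 1 compartment, but few of these differences between responses passed a test of their own. AT5G40340, which encodes a PWWP-domain protein, rose after ABA by a log2 fold change of 2.01 in WT (standard error 0.35, adjusted p = 5.55e-04) and had -0.46 in *PV-NES* (standard error 0.23). The difference between these responses, -2.46 (standard error 0.42), passed limma's interaction test (adjusted p = 0.0427). For AT4G26190, 1.53 in WT (standard error 0.26, adjusted p = 4.68e-04) and -0.24 in *PV-NES* gave a difference of -1.77 (standard error 0.32, adjusted p = 0.0427). AT4G10270, of a wound-responsive protein family, rose by 2.29 in *PV-NES* (standard error 0.41, adjusted p = 4.72e-04) and had -1.33 in WT (standard error 0.62, adjusted p = 0.185), and the difference of 3.61 did not pass (adjusted p = 0.0805). UGT76E12, a UDP-glycosyltransferase gene, rose after MeJA by 3.03 in *PV-NLS* (standard error 0.27, adjusted p = 9.32e-09) and by 1.48 in WT (standard error 0.40, adjusted p = 0.0163, or 0.101 without WT control replicate 1), and the difference of 1.55 did not pass (adjusted p = 0.403). A gene was placed in a class when it was called in WT or in the transgenic genotype and its log2 fold change differed between them by more than 1. This rule, read from Tables S2 and S3, tests no difference. It gave 216 [Ca2+]_cyt_-regulated, 17 [Ca2+]_nuc_-regulated and 21 co-regulated ABA-responsive genes, and 51, 64 and 37 MeJA-responsive genes. The signed log2 fold change was higher in WT for 84 of the 216 [Ca2+]_cyt_-regulated ABA-responsive genes and for 32 of the 51 after MeJA. It was higher in WT for 13 of the 17 [Ca2+]_nuc_-regulated ABA-responsive genes and 45 of the 64 after MeJA. Of the co-regulated genes it was higher in WT for 18 of the 21 and 32 of the 37. A gene that fell in the transgenic genotype and was not called in WT is counted here too. These are therefore not counts of stronger responses in WT. The interaction test of ABA in *PV-NES* against WT called 6 genes, 1 with a higher value in *PV-NES* (adjusted p = 0.0164) and 5 with a lower one. Apart from AT5G40340 and AT4G26190, the 4 are probe sets to which the annotation gives no gene. Of the 6 genes, 5 are in a class. limma's interaction test called 0 genes for ABA in *PV-NLS*, for MeJA in *PV-NES* and for MeJA in *PV-NLS*, where an unadjusted p under 0.05 with the same fold gave 30, 139 and 209 genes, against 325 for ABA in *PV-NES*. Between *PV-NES* and *PV-NLS* the interaction test also called 0 genes, and the unadjusted p gave 139 for ABA and 33 for MeJA. The 6 genes became 62 without WT control replicate 1, 18 without WT control replicate 2, 2, 0 and 1 without *PV-NES* replicates 1, 2 and 3, 0 without *PV-NLS* replicate 2 and 59 without *PV-NLS* replicate 3, and the 0 for MeJA in *PV-NLS* became 144 without *PV-NLS* replicate 3 and 4 without WT control replicate 1, that for MeJA in *PV-NES* 1, 1 and 9 without *PV-NLS* replicate 3 and WT control replicates 1 and 2, and that for ABA in *PV-NLS* 1 without WT control replicate 2. The classes after ABA held 112 [Ca2+]_nuc_-regulated and 111 co-regulated genes without WT control replicate 2, 65 co-regulated genes without WT control replicate 1, 44 without *PV-NLS* replicate 1, 31 and 42 without *PV-NLS* replicate 2 and 9 and 5 without *PV-NLS* replicate 3, and those after MeJA held 168 [Ca2+]_cyt_-regulated genes without *PV-NES* replicate 1, 33 [Ca2+]_cyt_-regulated and 23 co-regulated without *PV-NES* replicate 2, 199 [Ca2+]_nuc_-regulated without *PV-NLS* replicate 3, 124 [Ca2+]_nuc_-regulated and 84 co-regulated without WT control replicate 1, and 122, 112 and 171 without WT control replicate 2.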

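Of the genes in a class under both hormones, those that a probe set names are HIS1-3, a drought-inducible linker histone, NET1B, an actin-binding protein, CYP71B22, a cytochrome P450, AT1G28400, AT3G01260, AT5G40450, AT5G52280 and AT5G53020. HIS1-3 rose by a log2 fold change of 3.94 in WT (standard error 0.44, adjusted p = 2.05e-06) and 2.83 in *PV-NES* after ABA, and by 1.83 in WT (adjusted p = 0.00798) and 0.59 in *PV-NES*, which did not pass, after MeJA. Without WT control replicate 1 its MeJA response in WT was 1.24 (adjusted p = 0.116). AT5G40450 fell in *PV-NES* by 1.2 after ABA (standard error 0.27, adjusted p = 0.00418, or 0.0914 and 0.0528 without *PV-NES* replicates 1 and 2) and by 1.3 after MeJA (adjusted p = 0.00110), and had 0.81 and 0.69 in WT, which did not pass. By limma's interaction test of *PV-NES* against WT, neither gene passed under ABA (adjusted p = 0.453 for HIS1-3 and 0.111 for AT5G40450) or MeJA (0.829 and 0.505). By the classes, 24 genes were Ca2+-regulated under both hormones, and 16 of these are probe sets with no gene named. Of the 24, 9 were [Ca2+]_cyt_-regulated under both, 2 [Ca2+]_nuc_-regulated under both and 2 co-regulated under both. Another 6 were [Ca2+]_cyt_-regulated under ABA and co-regulated under MeJA, and 2 were [Ca2+]_cyt_-regulated under ABA and [Ca2+]_nuc_-regulated under MeJA. For the rest, 1 gene each was co-regulated under ABA and [Ca2+]_cyt_-regulated under MeJA, co-regulated under ABA and [Ca2+]_nuc_-regulated under MeJA, and [Ca2+]_nuc_-regulated under ABA and co-regulated under MeJA. All 24 differed from WT in the same direction under both hormones. Independent classes of these sizes would share 1.71 genes, but both hormones were compared with the same control arrays, so part of the overlap may come from those arrays. Separate controls would leave 1 WT control for each hormone, and such a comparison was not run. In 100 simulated draws with the shared controls and no effect of genotype, the median was 17 shared genes and the highest 27, 87.1% of the shared genes had 1 direction under both hormones, and in 7 draws all of them did. The classes of these draws were smaller than those here (median 96.5 genes after ABA and 115 after MeJA), and each gene varied alone. The draws therefore do not settle how many genes the shared controls would give. The classes shared 81 genes without WT control replicate 1 and 115 without WT control replicate 2.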

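Few genes were called between the untreated genotypes. The genes AT3G17520 and THI2.1 were chosen among those called in all 3 genotypes, and their mean control signals lie below every array's median signal, so the differences between their folds are uncertain. The response of AT3G17520 to ABA differed from WT by -0.40 in *PV-NES* (standard error 0.43, adjusted p = 0.798 by limma's interaction test) and by -0.13 in *PV-NLS*. The response of THI2.1 to MeJA differed from WT by 0.36 in *PV-NES* (standard error 0.42, adjusted p = 0.960) and by 0.17 in *PV-NLS* (adjusted p = 0.948). The log2 fold changes after ABA correlated across genes, which are not independent replicates, with r of 0.718 between WT and *PV-NES*, 0.864 between WT and *PV-NLS* and 0.793 between *PV-NES* and *PV-NLS*. After MeJA these values were 0.851, 0.826 and 0.905. In the controls, limma called 1 gene between *PV-NES* and WT and 0 between *PV-NLS* and WT, where an unadjusted p under 0.05 with the same fold gave 36 and 8. From the classes of genes whose hormone responses differed between WT and *PV-NES* or *PV-NLS*, and from the genes in a class under both hormones, the paper proposes that Ca2+ signals of both compartments take part in gene expression under ABA and MeJA and in the crosstalk between these hormones.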

### 3.3. Integrative Co-Expression Analysis to Identify Hub Genes within Calcium-Regulated Transcriptional Modules

To further characterise the roles of calcium in phytohormone-regulated gene expression, we generated integrative co-expression networks of [Ca^2+^]-regulated hormone-responsive genes with Ca^2+^ signal-decoding genes and ABA or JA pathway proteins. First, we collected *A. thaliana* microarray datasets that were used in the Affymetrix platform GPL198 analysis, filtered outliers from the data using a published method [34], and compiled microarray datasets containing 165 samples and 13,083 genes (Table S4); these covered approximately half of the coding genes in the *A. thaliana* genome. Subsequently, we constructed a co-expression network map by calculating the Pearson correlation coefficient among the expression values of different genes in accordance with the standard WGCNA procedure; we identified modules with biologically correlated genes. The power value was set to 12 and the Pearson correlation coefficient was set to >0.9, indicating a high correlation; the most highly connected genes within each module, designated as ‘hubs’, could be key regulators in response to ABA and/or MeJA in *A. thaliana*.

Next, we placed Ca^2+^-regulated ABA-responsive genes, calcium signal-decoding genes (Table S5), and ABA pathway member genes (Table S6) into the constructed *A. thaliana* gene co-expression database to obtain a Ca^2+^-regulated ABA signalling co-expression network (Figure 3A,B, Table S7). Similarly, we placed Ca^2+^-regulated MeJA-responsive genes, calcium decoding protein genes, and JA pathway member genes into the constructed gene co-expression database to obtain a Ca^2+^-regulated JA signalling co-expression network (Figure 3C,D, Table S7). We found that three calcium signal-decoding genes—*calmodulin 1* (*CAM1*), *calcineurin B-like protein-interacting protein kinase 8* (*CIPK8*), and *glutamate decarboxylase 1* (*GAD1*)—were hub genes in the main submodules of Ca^2+^-regulated ABA and JA signalling co-expression networks (Figure 3A,C). In these two modules, *CAM1, CIPK8*, and *GAD1* were co-expressed with [Ca^2+^]_cyt_-regulated ABA-responsive genes such as *AT1G64330*, *NAD(P)H-quinone oxidoreductase subunit 1* (*NDHA*), *HYPERSENSITIVE INDUCED REACTION 2* (*HIR2*), *CAPE2*, *PGSIP2*, and *PSBI*; [Ca^2+^]_cyt_- and [Ca^2+^]_nuc_-co-regulated ABA-responsive genes such as *NTMC2T6.1*, *RCI2B*, and *AT4G26190*; [Ca^2+^]_cyt_-regulated JA-responsive genes such as *AT3G45160*, *AGP14*, and *HIPP25*; [Ca^2+^]_nuc_-regulated JA-responsive genes such as *PELPK1* and *NET2D*; [Ca^2+^]_cyt_- and [Ca^2+^]_nuc_-co-regulated JA-responsive genes such as *AT3G19370*, *AT1G54410*, and *AT2G21560*; and the [Ca^2+^]_cyt_-regulated ABA-responsive and [Ca^2+^]_cyt_- and [Ca^2+^]_nuc_-co-regulated JA-responsive gene AT1G28400 (Figure 3A,C). 

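Among the network genes that a probe set names, NTMC2T6.1, AT1G64330 and AT4G26190 rose after ABA in WT, and AT1G54410, a dehydrin gene, fell after MeJA in *PV-NES* and *PV-NLS*. NTMC2T6.1 rose after ABA by a log2 fold change of 1.26 in WT (standard error 0.37, adjusted p = 0.0285, or 0.110 without WT control replicate 1 and 0.0525 without *PV-NES* replicate 2) and had 0.00 in *PV-NES* and 0.17 in *PV-NLS*. AT1G64330 rose by 1.5 in WT (standard error 0.34, adjusted p = 0.00610, or 0.0525 without WT control replicate 1) and had 0.20 in *PV-NES* and 0.65 in *PV-NLS*. After MeJA, AT1G54410 fell by 1.26 in *PV-NES* (standard error 0.17, adjusted p = 5.38e-06) and by 1.2 in *PV-NLS* (adjusted p = 8.70e-06, with a log2 fold change of -0.998 without *PV-NLS* replicate 2), and had 0.02 in WT. AT3G19370 fell by 1.12 in *PV-NES* (adjusted p = 0.00492) and by 1.59 in *PV-NLS* (adjusted p = 1.39e-04), and its value in *PV-NES* was -0.94 without *PV-NES* replicate 2 or 3. NET2D, of a family of actin-binding proteins, rose after MeJA by 1.57 in WT (standard error 0.32, adjusted p = 0.00223) and had 0.58 in *PV-NES* and 0.01 in *PV-NLS*. AT2G21560 rose by 1.59 in WT (adjusted p = 0.00514, or 0.0736 without WT control replicate 1). AT3G45160 had log2 fold changes after MeJA of -2.67 in *PV-NES* (standard error 0.33, adjusted p = 1.87e-06) and -2.18 in *PV-NLS*, and fell by 1.55 in WT (adjusted p = 0.0423, or 0.100 and 0.0933 without WT control replicates 1 and 2, 0.0567 and 0.0779 without *PV-NES* replicates 2 and 3, and 0.0661 without *PV-NLS* replicate 1). AT1G28400 fell in *PV-NES* by 1.49 after ABA (standard error 0.22, adjusted p = 4.50e-05) and by 1.32 after MeJA (adjusted p = 1.10e-04, with a log2 fold change of -0.99 without *PV-NES* replicate 2). Apart from AT4G26190, none of these genes was called by limma's interaction test. The hubs CAM1, CIPK8 and GAD1 are named by no single probe set and were not analysed here. The 11 measured genes that the paper lists here with CAM1, CIPK8 and GAD1 make 55 pairs. Other measured network genes, such as psbZ, AT3G26440 and rpoA, were not paired. The correlation of the 55 pairs was taken over the 26 arrays of groups with replicates after each group's mean was subtracted. Pearson's r was -0.278 to 0.860 with a median of 0.519, and 35 pairs, all positive, passed a two-sided permutation test at an adjusted p under 0.05, 28 of them also by Spearman's rho. That test shuffles arrays over all groups, although the same lines recur in every treatment and group means were subtracted. By tests chosen after seeing the data, 10 of the 35 passed when arrays were shuffled only within their group, and when whole lines were shuffled within their genotype (72 arrangements, whose smallest permutation p is 0.014) 22 had a permutation p under 0.05 and 0 passed after adjustment. NTMC2T6.1 and AT1G54410 gave r of 0.860 (p = 1e-05, the smallest that the permutations can give, adjusted p = 0.00011), rho of 0.801 (permutation p = 1e-05) and r of 0.75 without the 2 arrays farthest from the median, with adjusted p = 0.0082 when shuffled within groups and 0.085 by whole lines. Within treatments, their r was 0.54 in the controls, 0.883 after ABA, 0.469 after MeJA and 0.961 after ACC. Each r within a treatment was taken over all its arrays, the lone WT arrays among them, without subtraction of group means. These values therefore hold differences between the genotypes. The genes ndhA and psbI, which encode plastid proteins of the NDH complex and of photosystem II, gave r of 0.646 (permutation p = 0.00029, adjusted p = 0.0013), rho of 0.709 (permutation p = 7e-05) and r of 0.709 without 2 arrays, with adjusted p = 0.016 within groups and 0.085 by whole lines. For ndhA and psbI within treatments, r was 0.935 in the controls, 0.814 after ABA, 0.766 after MeJA and 0.789 after ACC. Of the 35 pairs, 8 had a negative r within a treatment, 5 after ABA and 3 after ACC, such as -0.408 after ACC for ndhA and NTMC2T6.1, and without 2 arrays the lowest r was 0.178, for ndhA and AT1G54410. These arrays are a part of the samples behind the paper's networks. The paper set Pearson's r above 0.9 between expression values and describes no subtraction of group means. Without subtraction, over all arrays, 1 of the 55 pairs had r above 0.9 (0.905, for AT3G19370 and AT1G54410). Some pairs were lower this way (AT3G45160 and AT2G21560, -0.309 against 0.677) and others higher (AT1G64330 and AT4G26190, 0.884 against 0.461). The 35 pairs rest on a different measure and do not test the paper's links.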

In two other submodules, the calcium decoding protein gene *CPN20* co-expressed with *PSBZ*, a [Ca^2+^]_cyt_-regulated ABA-responsive gene, and *CLA1*, an ABA pathway member, constituted the hub genes of a Ca^2+^-regulated ABA signalling co-expression network (Figure 3B). Similarly, *CPN20* co-expressed with *AT3G26440*, a [Ca^2+^]_cyt_-regulated JA-responsive gene, was identified as a hub component in a Ca^2+^-regulated JA signalling co-expression network (Figure 3D). These results indicated that these hub genes, *CAM1*, *CIPK8*, *GAD1*, *and CPN20*, have important regulatory roles in cytosolic and nucleosolic calcium-mediated hormone-responsive gene expression.

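The plastid gene psbZ, named YCF9 elsewhere in the paper, encodes a small subunit of photosystem II. After ABA it rose in WT by a log2 fold change of 1.05 (standard error 0.31, adjusted p = 0.0329), and it had -0.40 in *PV-NES* (standard error 0.21, adjusted p = 0.260) and 0.42 in *PV-NLS* (adjusted p = 0.150). The psbZ signal was 10.17 ± 0.25 (SD, n = 2) in the WT controls and 11.21 in the single WT array with ABA. In *PV-NES* it was 10.87 ± 0.39 (SD, n = 3) in the controls and 10.46 ± 0.11 (SD, n = 3) with ABA. The difference between the WT and *PV-NES* responses, -1.45, did not pass limma's interaction test (adjusted p = 0.126). Without WT control replicate 2 the WT response of psbZ was 0.87 (adjusted p = 0.134), and without *PV-NLS* replicate 1 its adjusted p was 0.0539. CPN20 and CLA1 are named by no single probe set and have no values here.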

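AT3G26440 rose after MeJA in WT by a log2 fold change of 1.04 (standard error 0.32, adjusted p = 0.0376) and had 0.03 in *PV-NES* (standard error 0.22, adjusted p = 0.942) and 0.22 in *PV-NLS* (adjusted p = 0.458). The difference between the WT and *PV-NES* responses of AT3G26440, -1.01, did not pass limma's interaction test (adjusted p = 0.814). Its WT response was 0.74 without WT control replicate 1 (adjusted p = 0.253) and did not pass without *PV-NES* replicate 1 (adjusted p = 0.0500) or 2 (0.0621).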

### 3.4. Interactions among the Hub Proteins CAM1, CIPK8, and GAD1 and with Proteins Encoded by Ca^2+^-Regulated Hormone-Responsive Genes

We next performed the LCI assay in the leaves of 3-week-old *N*. *benthamiana* to detect interactions among the three hub proteins, as well as interactions with proteins encoded by Ca^2+^-regulated hormone-responsive genes. First, we showed an interaction of CIPK8 with CAM1, GAD1, and itself; we also showed an interaction of the protein encoded by AT1G28400, a [Ca^2+^]_cyt_-regulated ABA-responsive and [Ca^2+^]_cyt_- and [Ca^2+^]_nuc_-co-regulated JA-responsive gene, with CAM1, but not with GAD1 and CIPK8 (Figure 4). Interactions between the encoding proteins of several Ca^2+^-regulated hormone-responsive genes and each of the three hub genes are summarised in Table 1; the interaction between CAM1 and GAD1 was used as a positive control. In the [Ca^2+^]_cyt_-regulated ABA-responsive genes *AT1G64330*, *NDHA*, *HIR2*, *CAPE2*, *PGSIP2*, and *PSBI*, we observed interactions of AT1G64330 with GAD1 or CAM1, PSBI with CAM1 or CIPK8, and PGSIP2 with CAM1 (Figures S4 and S5). The encoded protein of *AT3G45160*, a [Ca^2+^]_cyt_-regulated JA-responsive gene, interacted with GAD1 and CAM1, but not CIPK8 (Figure S5). In the [Ca^2+^]_cyt_- and [Ca^2+^]_nuc_-co-regulated ABA-responsive genes *NTMC2T6.1 and RCI2B*, we observed interactions of RCI2B with GAD1 or CAM1, and NTMC2T6.1 with CAM1 (Figure S6). In the [Ca^2+^]_cyt_- and [Ca^2+^]_nuc_-co-regulated JA-responsive genes *AT3G19370* and *AT1G54410*, we observed interactions of AT3G19370 with GAD1 or CAM1; there were no interactions between AT1G54410 and any of the three hub proteins (Figure S7). These results provide clues for dissecting the mechanism underlying hub protein-mediated regulation of the expression of ABA and JA responsive genes.

### 3.5. CAM1 and CIPK8 Are Required for MeJA-Induced Stomatal Closure and Are Associated with ABA-Inhibited Seed Germination

We monitored the roles of [Ca^2+^]_cyt_ and [Ca^2+^]_nuc_ in hormone-induced stomatal closure in *A. thaliana*. Both ABA- and MeJA-induced stomatal closure were severely impaired in *PV-NES* plants, but not in *PV-NLS* plants (Figure 5A,B), indicating that ABA- and MeJA-induced stomatal closure requires [Ca^2+^]_cyt_, but not [Ca^2+^]_nuc_. Furthermore, ABA-induced stomatal closure was impaired in *cam1*, but not *gad1* and *cipk8* (Figure 5C); MeJA-induced stomatal closure was impaired in *cam1* and *cipk8*, but not *gad1* (Figure 5D). These results suggest that CAM1 is required for ABA- and MeJA-induced stomatal closure, while CIPK8 is essential for MeJA-induced stomatal closure. In addition, ABA-inhibited seed germination was more severe in both *PV-NES* and *PV-NLS* plants than in WT plants (Figure 5E). Similarly, ABA-inhibited seed germination was more severe in *cam1* and *cipk8* than in *gad1* (Figure 5F). However, MeJA had no effect on seed germination in any of the tested plants (Figure 5E,F). These results indicate that CAM1 and CIPK8 regulate ABA-inhibited seed germination.

### 3.6. CAM1, CIPK8, and GAD1 Regulate the Transcription of [Ca^2+^]-Regulated Genes in Response to ABA or MeJA Treatment

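AGL21, which encodes a MADS-box transcription factor of roots, rose after MeJA in WT by a log2 fold change of 1.68 (standard error 0.38, adjusted p = 0.00511). It had 0.24 in *PV-NES* (standard error 0.26, adjusted p = 0.538) and 0.61 in *PV-NLS* (adjusted p = 0.0677). The AGL21 signal was 3.95 ± 0.83 (SD, n = 2) in the WT controls and 5.63 in the single WT array with MeJA. In *PV-NES* it was 4.22 ± 0.31 (SD, n = 3) in the controls and 4.46 ± 0.45 (SD, n = 3) with MeJA, and in *PV-NLS* 4.32 ± 0.18 and 4.93 ± 0.41. Apart from the WT array with MeJA, these signals lie below every array's median signal and were not tested for detection, so the folds are uncertain in size. The seedlings here had 5 days of MeJA. After a shorter treatment, the paper's qRT-PCR found AGL21 induced in *PV-NLS* and not in WT. The difference of the AGL21 response from WT was -1.44 in *PV-NES* (adjusted p = 0.661 by limma's interaction test) and -1.07 in *PV-NLS* (adjusted p = 0.533). The WT response was 1.09 without WT control replicate 1 (adjusted p = 0.0900).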

Here, we found that *NCED3* was a [Ca^2+^]_cyt_-regulated ABA-responsive gene, *ERF104* was a [Ca^2+^]_cyt_-regulated ABA- and MeJA-responsive gene, *PR1* was a [Ca^2+^]_nuc_-regulated ABA- and MeJA-responsive gene, and *AGL21* was a [Ca^2+^]_cyt_- and [Ca^2+^]_nuc_-regulated MeJA-responsive gene (Tables S2 and S3). Therefore, we monitored the expression patterns of these [Ca^2+^]-regulated genes in different *A. thaliana* plants treated with ABA or MeJA for 6 h by qRT-PCR. First, we found that *ERF104* was induced by ABA only in *PV-NES* plants and by MeJA only in WT plants (Figure 6A,B), consistent with our microarray data. In addition, *ERF104* was induced by ABA in *cam1*, but not in *cipk8* and *gad1*; it was not induced by MeJA in these three mutant lines (Figure 6C,D). Thus, CAM1 is required for ABA-induced expression of *ERF104*; CAM1, CIPK8, and GAD1 positively regulate MeJA-induced expression of *ERF104*. Second, we found that *PR1* was downregulated by ABA and MeJA in WT plants, but strongly upregulated by MeJA in *PV-NLS* plants (Figure 6A,B). Furthermore, *PR1* expression was activated by ABA and MeJA in *cipk8*, but the effects were less robust in *cam1* and *gad1* (Figure 6C,D). Third, *NCED3* was activated by ABA in WT plants; however, this type of activation was decreased in *PV-NES, PV-NLS*, and *cam1* lines (Figure 6A,C). Finally, *AGL21* was induced by MeJA in *PV-NLS* and *cipk8* plants, but not in WT, *PV-NES*, or *gad1* plants (Figure 6B,D). These results suggested that CAM1, CIPK8, and GAD1 act as key regulators that modify the expression patterns of calcium-regulated genes in response to ABA and MeJA in *A. thaliana* seedlings.

## 4. Discussion

Ca^2+^ serves as a vital secondary messenger in the mediation and integration of multiple hormone signalling pathways that specify cell-signalling information during plant growth and development. Therefore, it is challenging to elucidate the complexity of hormone and Ca^2+^ crosstalk; such analysis requires a combined approach that involves both experimental measurements and systems-level modelling. A prior study revealed 269 [Ca^2+^]_cyt_-upregulated genes in *A. thaliana* seedlings that responded to three specific types of [Ca^2+^]_cyt_ elevations elicited by artificial electrical stimulation [28]. However, the identification of [Ca^2+^]-responsive genes under physiological conditions in plants remains challenging. Our recent study demonstrated that both osmotic- and salt-stress-induced [Ca^2+^]_cyt_ and [Ca^2+^]_nuc_ increases were impaired in the roots of transgenic *A. thaliana* lines containing *PV-NES* or *PV-NLS*, respectively [11], thus providing a powerful tool for the establishment of an interaction landscape of hormone and Ca^2+^ signalling in *A. thaliana*. Here, we identified 244 [Ca^2+^]_cyt_- and [Ca^2+^]_nuc_-regulated ABA-responsive and 144 [Ca^2+^]_cyt_- and [Ca^2+^]_nuc_-regulated MeJA-responsive genes in *A. thaliana* seedlings using full genome microarray analysis; we found that 22 genes overlapped. Unlike other Ca^2+^-based transcriptome studies, we confined our conditions to a long duration of exposure to ABA or MeJA; this facilitated enrichment of late transcriptional events. Through co-expression network analysis, we unveiled two common modules among [Ca^2+^]_cyt_- and [Ca^2+^]_nuc_-regulated hormone-responsive genes, Ca^2+^ signal-decoding genes, and ABA/JA signalling pathway genes; our results provide valuable clues for use in exploring novel functions of known genes or potential functions of unknown genes, while enabling the dissection of crosslinks among Ca^2+^ signalling and hormonal pathways via co-expression networks.

Previous studies showed that cytosolic and nucleosolic calcium increases in response to various stimuli are mutually independent in animal [40] and plant cells [11]. Moreover, gene expression patterns regulated by nuclear calcium are also independent of cytosolic calcium in animal cells. For example, signalling pathways activated by [Ca^2+^]_cyt_ target the serum-response element, whereas [Ca^2+^]_nuc_ increases are critical for cyclic AMP response element-dependent calcium-activated transcription in hippocampal neurons [41]. However, Thompson et al. [42] found that [Ca^2+^]_nuc_, but not [Ca^2+^]_cyt_, negatively regulates the activity of transcription enhancer factor in Chinese hamster ovary (CHO) cells. In plants, [Ca^2+^]_nuc_ oscillations in response to Nod factor treatment are mediated by three nuclear-localised cyclic nucleotide-gated channels (CNGC15a/b/c); such oscillations are required for the establishment of symbiosis by nitrogen-fixing rhizobial bacteria in *Medicago truncatula* [43]. Here, we characterised [Ca^2+^]_cyt_-activated/repressed, [Ca^2+^]_nuc_-activated/repressed, and [Ca^2+^]_cyt_- and [Ca^2+^]_nuc_-co-regulated genes in response to ABA and MeJA treatment in *A. thaliana* seedlings. Furthermore, some genes were shared among the [Ca^2+^]-regulated ABA-responsive and [Ca^2+^]-regulated MeJA-responsive genes, indicating that both cytosolic and nucleosolic calcium are involved in the transcriptional regulation triggered by ABA or MeJA treatment in *A. thaliana*. Notably, we found that four calcium signal-decoding genes, *CAM1*, *GAD1*, *CIPK8*, and *CPN20*, were hub genes in two modules of Ca^2+^-regulated ABA and JA signalling co-expression networks. Additionally, we found the direct interactions among hub genes and Ca^2+^-regulated hormone-responsive genes with different combinations in LCI assays. These results provide important clues concerning hub genes *CAM1*, *GAD1*, *CIPK8*, and *CPN20* that mediate crosstalk between Ca signalling and hormone pathways in *A. thaliana*, suggesting the implications for other plants or crops under biotic and abiotic stress [44,45].

An intriguing finding was that the chloroplast genome encoded several [Ca^2+^]_cyt_-activated ABA-responsive genes, including *PSBI*, *YCF9*, *PSBJ*, *RPOA*, *RPL14*, *RPS3*, *RPL22*, *RPS19*, *YCF1.1*, *PSAC*, *ndhE*, and *ndhA*, as well as one [Ca^2+^]_cyt_- and [Ca^2+^]_nuc_-activated ABA-responsive gene, *PSBT*, and one [Ca^2+^]_nuc_-repressed MeJA-responsive gene, *PSBD*. 

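After ABA, plastid genes of ribosomal proteins, of the plastid RNA polymerase and of photosystem II rose in WT, and several of them also rose in *PV-NLS*. The ribosomal protein gene rps3 rose by a log2 fold change of 2.19 in WT (standard error 0.41, adjusted p = 0.00108) and 1.29 in *PV-NLS* (standard error 0.28, adjusted p = 0.00141) and had 0.24 in *PV-NES* (adjusted p = 0.680). The rps3 signal was 8.21 ± 0.07 (SD, n = 2) in the WT controls, 9.30 ± 0.41 (SD, n = 3) in the *PV-NES* controls and 9.54 ± 0.32 (SD, n = 3) in *PV-NES* with ABA. Likewise, rps19 rose by 1.94 in WT (standard error 0.37, adjusted p = 0.00129) and 1.42 in *PV-NLS* (adjusted p = 2.09e-04) and had 0.17 in *PV-NES*. The photosystem II gene psbI, the RNA polymerase gene rpoA and the ribosomal protein genes rpl14 and rpl22 rose in WT by 1.97, 1.88, 1.65 and 1.99 and in *PV-NLS* by 1.1, 1.02, 1.16 and 1.32. In *PV-NES* they had 0.39, 0.30, 0.32 and 0.41. The psbI controls had signals of 8.93 to 9.84 in *PV-NES*, 8.56 to 8.65 in *PV-NLS* and 8.18 and 8.43 in WT. With ABA psbI had 9.49 to 10.02 in *PV-NES* and 9.02 to 10.08 in *PV-NLS*. The rpl22 controls had 9.72 to 10.16, 8.98 to 9.73, and 8.89 and 9.49 in these genotypes. For psbI and rpl22, the small folds in *PV-NES* thus came with control signals above those of WT. In WT, psbJ rose by 1.02, psbT by 1.69 (adjusted p = 0.0456), psaC of photosystem I by 1.13 (adjusted p = 0.0470) and ndhA of the NDH complex by 1.08. The NDH gene ndhE fell by 1.5 in *PV-NES* (standard error 0.29, adjusted p = 9.10e-04) and had 0.47 in WT. After MeJA, psbD of photosystem II fell by 2.26 in WT (standard error 0.47, adjusted p = 0.00240), by 1.94 in *PV-NES* (adjusted p = 7.44e-05) and by 1.23 in *PV-NLS* (adjusted p = 0.00441). None of the plastid genes named here passed limma's interaction test. Between WT and *PV-NES* the ABA response differed by -1.95 for rps3 (adjusted p = 0.120), -1.96 for ndhE (0.136) and -2.72 for psbT (0.111), and between WT and *PV-NLS* the MeJA response of psbD differed by 1.03 (0.636). Of 69 measured plastid-encoded genes, 12 rose after ABA in WT, 8 rose in *PV-NLS* and 3 fell in *PV-NES* (13, 8 and 3 when adjusted over the list alone). Their median log2 fold changes were 0.25, 0.18 and -0.16, and over leaving out each line and WT control in turn 0.241 to 0.417, 0.021 to 0.373 and -0.236 to -0.093. Against other genes, camera's preset correlation gave adjusted p = 1.85e-04 in WT, 0.0956 in *PV-NLS* and 0.00921 in *PV-NES*, and an estimated correlation gave 0.600, 0.768 and 0.745. After MeJA, 10 fell in WT, 8 in *PV-NES* and 7 in *PV-NLS* (10, 8 and 8 when adjusted over the list alone), and psbK, named after its values were seen, rose in WT, and psbK, psbI and petG in *PV-NLS* (2 and 3 over the list alone). In WT that count of 1 became 0 without *PV-NES* replicate 2 or either WT control and 2 without *PV-NLS* replicate 3, and in *PV-NES* 1 gene rose without *PV-NES* replicate 2. The 12 became 8 without WT control replicate 2, the 8 in *PV-NLS* became 2 without *PV-NLS* replicate 1 and 5 without *PV-NLS* replicate 2, and psbI, rpoA, rpl14 and rpl22 did not pass in *PV-NLS* without *PV-NLS* replicate 1 (adjusted p = 0.0813, 0.0925, 0.0730 and 0.102), psbI (0.0582) and rpoA (a log2 fold change of 0.92) without *PV-NLS* replicate 2, and psbD without *PV-NLS* replicate 3 (0.110). In WT, psbT and psaC did not pass without WT control replicate 1 (0.0794 and 0.0957), WT control replicate 2 (0.119 and 0.104) or *PV-NES* replicate 3 (0.0751 and 0.0705), nor with the line as a replicate block (0.0626 and 0.0561), psbT without *PV-NES* replicate 1 (0.0608) or *PV-NLS* replicate 2 (0.0636), psaC without *PV-NLS* replicate 1 (0.0688), psbJ without WT control replicate 1 (0.0641) and ndhA without WT control replicate 2 (0.0785).

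**Figure D1:**
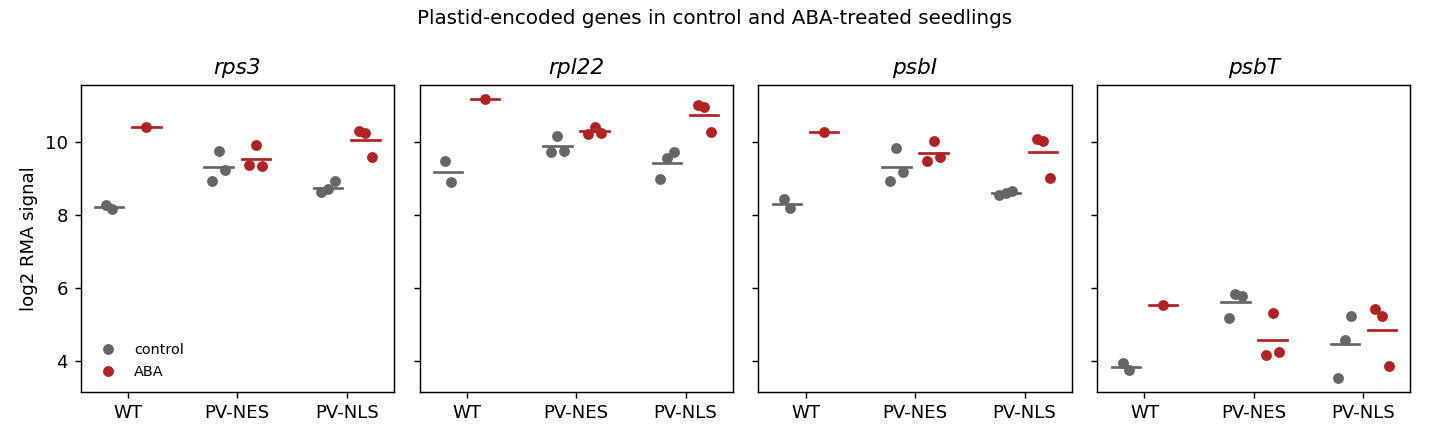
Log2 RMA signal of the plastid genes rps3, rpl22, psbI and psbT in control arrays and after ABA, for WT, *PV-NES* and *PV-NLS*. Points are arrays and bars are group means, and WT with ABA is a single array. The points of rps3 lie between 8.16 and 10.4, and the single WT array with ABA is at 10.40 against 8.21 for the mean of the WT controls.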

A previous study showed that the chloroplast can function as a sensor for environmental stimuli, such as drought stress, and initiate signals that regulate nuclear gene expression [46]. Plastid-derived signals that target the regulation of nuclear gene expression are considered retrograde signals [47]; nucleus to plastid signalling is considered an anterograde pathway [48]. Wang et al. [49] showed that many genes related to drought stress responses, ABA metabolism, chloroplast biogenesis, and chlorophyll degradation are strongly expressed at early time points, followed by gradual decreases in induction or even suppression at later time points, during long-term ABA treatment in *A. thaliana*. Here, we found that *PSB1* and *ndhA* were co-expressed with hub genes *CAM1*, *CIPK8*, and *GAD1,* while *RPOA* was co-expressed with *CAM1* and *GAD1* in the Ca^2+^-regulated ABA signalling co-expression network. In addition, LCI assays showed that PSB1 interacts directly with CAM1 and CIPK8. These results indicated that the ABA-induced increase in [Ca^2+^]_cyt_, but not in [Ca^2+^]_nuc_, has a vital role in combining and coordinating the expression patterns of nuclear and plastid genes for bi-directional communication between chloroplasts and the nucleus [50].

Crosstalk between JA and ABA signalling through interactions of ABA receptor PYRABACTIN RESISTANCE1-Like proteins (PYLs) and JASMONATE ZIM DOMAIN (JAZ) proteins, transcription inhibitors of JA signalling, is known to coordinate the balance between plant growth and defence resistance [51]. Here, we revealed a new crosstalk mechanism between JA and ABA signalling via [Ca^2+^]_cyt_ and [Ca^2+^]_nuc_. We first showed that both ABA and MeJA induce [Ca^2+^]_cyt_ and [Ca^2+^]_nuc_ increases in *A. thaliana* roots; ABA- and MeJA-induced stomatal closure is impaired in *PV-NES*, but not *PV-NLS*, plants. In addition, ABA- and MeJA-induced stomatal closure is impaired in *cam1* plants. These results indicated that CAM1 perceives ABA- and MeJA-induced increases in [Ca^2+^]_cyt_ to regulate stomatal closure in *A. thaliana*. Hossain et al. [52] showed that MeJA-induced, but not ABA-induced, [Ca^2+^]_cyt_ elevation and stomatal closure are disrupted in the ABA-deficient mutant *aba2-2* or by treatment with the ABA synthetic inhibitor fluridon in WT plants, consistent with our results in *cipk8* plants; thus, CIPK8 presumably regulates ABA biosynthesis in *A. thaliana*. Furthermore, we found that ABA-inhibited seed germination is more sensitive in *PV-NES*, *PV-NLS*, *cam1*, and *cipk8* plants than in WT plants. These results indicated that both *CAM1* and *CIPK8* participate in cross-talk during ABA- and JA-regulated biological processes in *A. thaliana*. Using LCI assays, we showed that CIPK8 interacts with CAM1; many Ca^2+^-regulated ABA- and JA-responsive genes, such as ERF104, PR1, and AGL21, exhibit various expression patterns in *cam1* and *cipk8* plants. These results suggested that the CAM1–CIPK8 complex could be a connection between the ABA and JA signalling pathways. Further genetic and molecular studies are needed to explore this potential connection.

## 5. Conclusions

Here, we found that *PV-NES* and *PV-NLS* separately impair ABA- and MeJA-induced increases in [Ca^2+^]_cyt_ or [Ca^2+^]_nuc_. We also identified 244 [Ca^2+^]_cyt_- and [Ca^2+^]_nuc_-regulated ABA-responsive and 144 [Ca^2+^]_cyt_- and [Ca^2+^]_nuc_-regulated MeJA-responsive genes using an *A. thaliana* genome oligo array. Moreover, gene co-expression network analysis identified four Ca^2+^ signal-decoding genes, *CAM1*, *CIPK8*, *GAD1*, *and CPN20*, as hub genes in two [Ca^2+^]-regulated ABA/JA-responsive gene co-expression modules. Finally, LCI assays, phenotypic observations, and gene expression analyses showed that the CAM1–CIPK8 complex is a key regulator of stomatal movement, seed germination, and expression of [Ca^2+^]-regulated hormone-responsive genes in response to hormonal signals in *A. thaliana*.

## Figures and Tables

**Figure 1:**
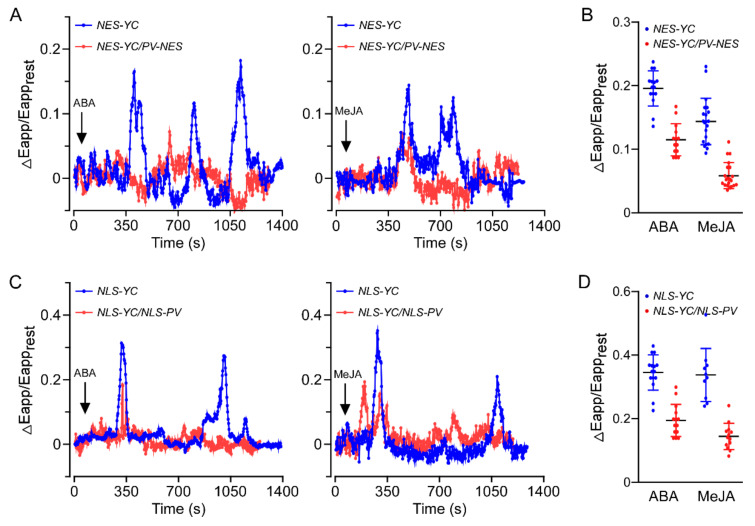
Impaired [Ca^2+^]_cyt_ and [Ca^2+^]_nuc_ increases in responses to ABA and MeJA treatment in root cells of *PV-NES* and *PV-*NLS transgenic *A. thaliana* lines, respectively. (**A**,**B**) Changes in [Ca^2+^]_cyt_ in the roots of 6-day-old WT and PV-NES plants triggered by ABA (50 μM) or MeJA (1 mM). The dynamics of [Ca^2+^]_cyt_ are shown as changes in the apparent fluorescence resonance energy transfer efficiency of NES-YC3.6. Typical traces (**A**) and [Ca^2+^]_cyt_ peak value comparisons (**B**) are shown (*n* = 20 cells from 8 different seedlings). (**C**,**D**) Changes in [Ca^2+^]_nuc_ in the roots of 6-day-old WT and PV-NLS plants triggered by ABA (50 μM) or MeJA (1 mM). The dynamics of [Ca^2+^]_cyt_ are shown as changes in the apparent fluorescence resonance energy transfer efficiency of NES-YC3.6. Typical traces (**C**) and [Ca^2+^]_cyt_ peak value comparisons (**D**) are shown (*n* = 20 cells from 8 different seedlings). In (**B**,**D**), black lines represent the mean value; blue and red lines represent the standard error (*p* < 0.001).

**Figure 2:**
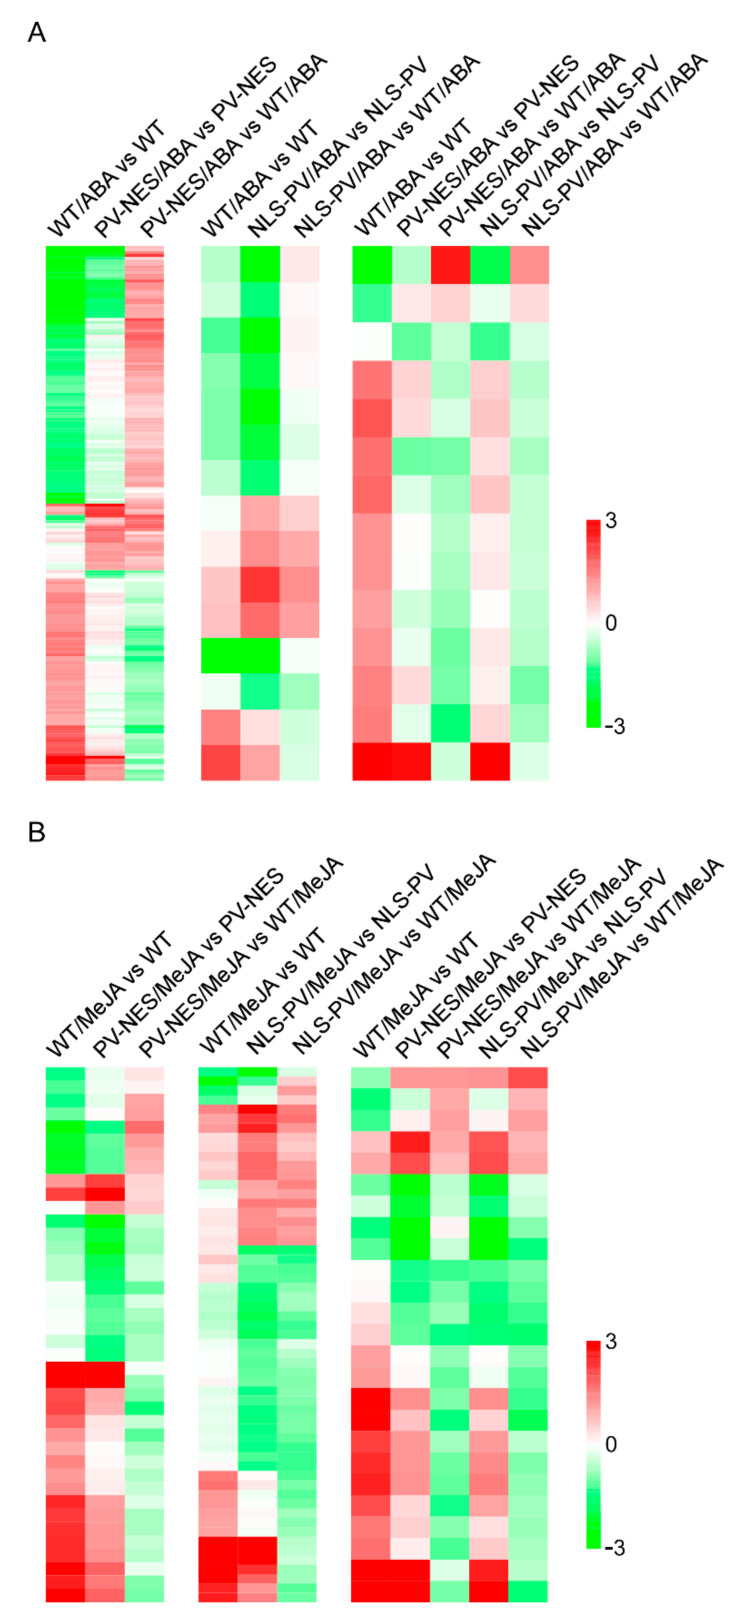
[Ca^2+^]_cyt_- and [Ca^2+^]_nuc_-regulated phytohormone-responsive genes. Significantly differentially expressed gene clusters in WT, *PV-NES,* and *PV-NLS* transgenic lines in response to ABA (**A**) and MeJA (**B**) treatment. The left column indicates [Ca^2+^]_cyt_-regulated ABA- or MeJA-responsive genes. The middle column indicates [Ca^2+^]_nuc_-regulated ABA- or MeJA-responsive genes. The right column indicates [Ca^2+^]_cyt_- and [Ca^2+^]_nuc_-regulated ABA- or MeJA-responsive genes. Microarray comparison results represented by each column are indicated at the top of the figure. Each row represents one gene; colours represent changes in gene expression levels as indicated. Quantitative data for each gene are shown in Tables S2 and S3.

**Figure 3:**
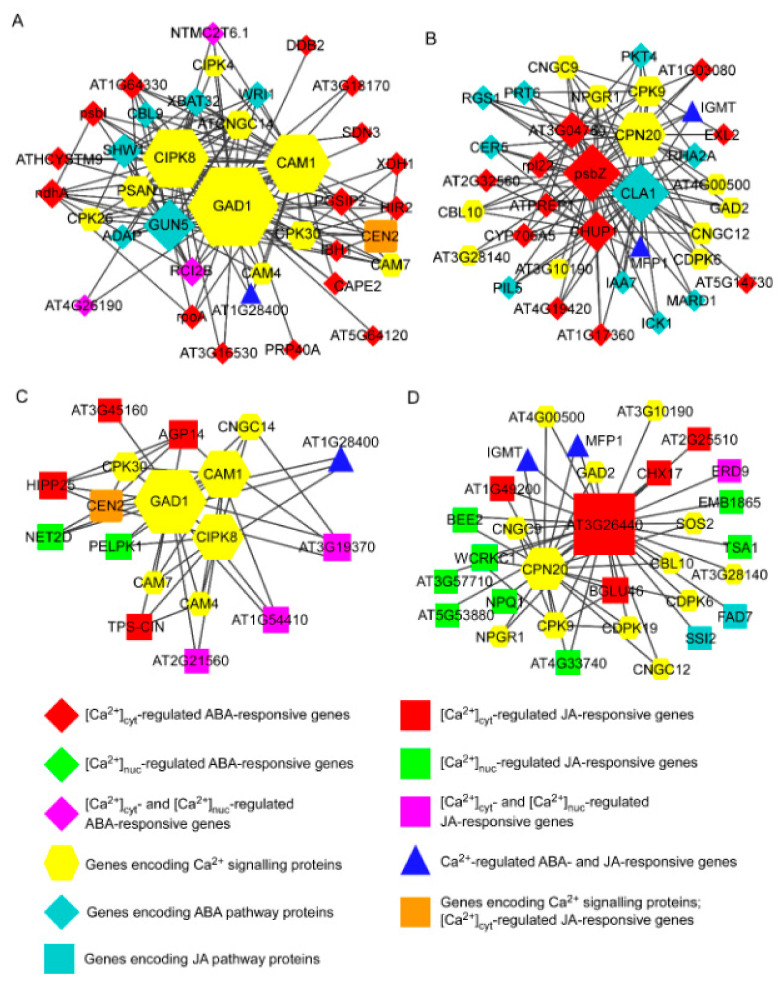
Calcium-mediated phytohormone-associated gene co-expression networks. (**A**,**B**) Sub-models with distinct central genes and their co-expression partners among [Ca^2+^]_cyt_- and [Ca^2+^]_nuc_-regulated ABA-responsive genes, genes encoding calcium signalling proteins, and genes encoding ABA pathway proteins. (**C**,**D**) Sub-models with distinct central genes and their co-expression partners among [Ca^2+^]_cyt_- and [Ca^2+^]_nuc_-regulated MeJA-responsive genes, genes encoding calcium signalling proteins, and genes encoding JA pathway proteins. Different colours and shapes indicate distinct types of proteins. Different genes in the models are listed in Table S8.

**Figure 4:**
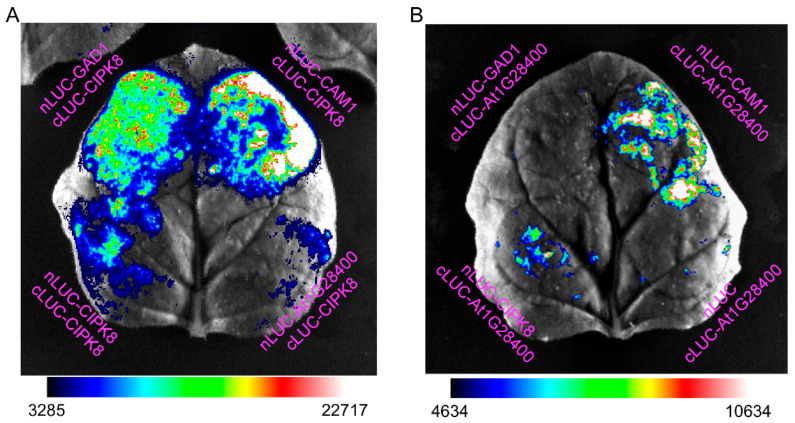
Interactions among four hub genes in tobacco leaves, as determined by LCI assays. (**A**) The interaction of CIPK8 with CAM1, GAD1, CIPK8 or At1G28400. (**B**) The interaction of At1G28400 with CAM1, GAD1, or CIPK8. Tobacco leaves were transformed with constructs encoding full-length *GAD1*, *CAM1*, *CIPK8*, and *At1G28400* fused with the C- or N-terminus of luciferase (c- or n-LUC). Empty vectors were used as negative controls. Luminance intensity indicates an interaction between any two proteins. The experiments were repeated three times and a representative read-out is shown.

**Figure 5:**
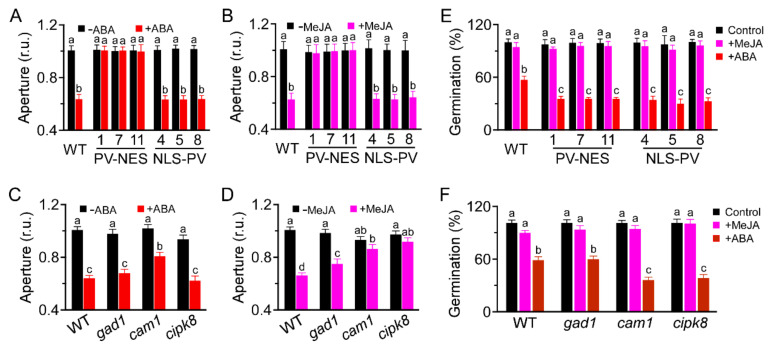
Impacts of [Ca^2+^]_cyt_ and [Ca^2+^]_nuc_ on ABA- or MeJA-induced stomatal closure and seed germination. (**A**–**D**) Stomatal apertures (W/L, width/length) of rosette leaves from 3-week-old WT, *PV-NES*, and *PV-NLS* plants, and *gad1*, *cam1*, and *cipk8* plants, were measured after treatment with 10 μM ABA (**A**,**C**) or 50 μM MeJA (**B**,**D**). r.u. indicates relative units. Data from six independent experiments and a total of 120 stomata are shown; data are shown as means ± SDs. Different letters indicate statistical significance at *p* < 0.05 (Student’s *t*-test). (**E**,**F**) Seed germination of WT, *PV-NES*, and *PV-NLS* transgenic lines (**E**) and of WT, *gad1*, *cam1*, and *cipk8* plants (**F**) in response to ABA or JA treatment. Seeds were plated on half-strength MS plates containing ABA (10 μM) or MeJA (50 μM) for 3 days at 4 °C in the dark, then transferred to a growth chamber under 16 h light (120 μmol m^−2^ s^−1^)/8 h dark at 22 °C for another 3 days. Error bars represent SDs; n = 600 seeds. Different letters indicate significant differences at *p* < 0.05 (Student’s *t*-test).

**Figure 6:**
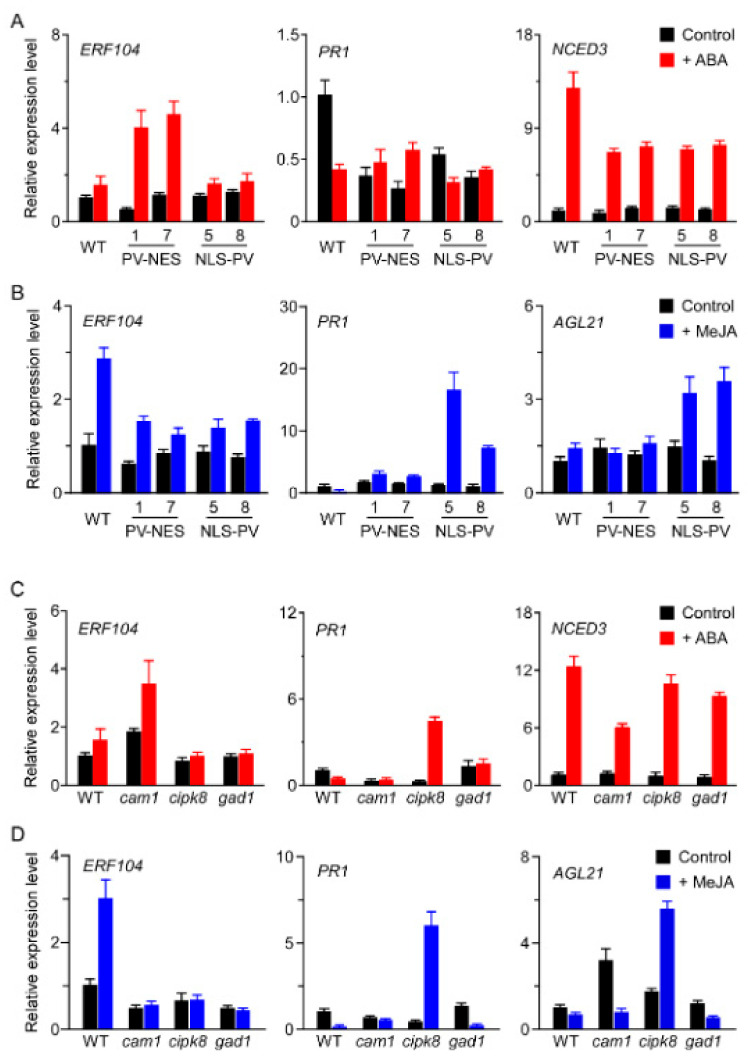
Expression patterns of several [Ca^2+^]-regulated genes were detected by qRT-PCR in *A. thaliana* seedlings. (**A**,**B**) Transcript abundances of *ERF104*, *PR1*, and *NCED3* in response to ABA (10 μM) or MeJA (50 μM) in WT, *PV-NES*, and *PV-NLS* seedlings. (**C**,**D**) Transcript abundances of *ERF104*, *PR1*, and *NCED3* in response to ABA (10 μM) and abundances of *ERF104*, *PR1*, and *AGL21* in response to MeJA (50 μM) in WT, *cam1*, *cipk8*, and *gad1* seedlings. Expression levels of target genes were normalised to the expression level of *actin2*, and the relative value of the WT was set to 1.0. Data are shown as means ± SDs of three biological replicates.

**Table 1:** Protein interactions among three hub genes and several [Ca^2+^]-regulated hormone-responsive genes detected by LCI assay (Figures S4–S7).

		nLUC-GAD1	nLUC-CAM1	nLUC-CIPK8
[Ca^2+^]_cyt_-regulated ABA-responsive genes	cLUC-NDHA	−	−	−
	cLUC-PSBI	−	+	+
	cLUC-PGSIP2	−	+	−
	cLUC-CAPE2	−	−	−
	cLUC-AT1G64330	+	+	−
	cLUC-HIR2	−	−	−
[Ca^2+^]_cyt_-regulated JA-responsive genes	cLUC-AT3G45160	+	+	−
[Ca^2+^]_cyt_- and [Ca^2+^]_nuc_-regulated ABA-responsive genes	cLUC-RCI2B	+	+	−
	cLUC-NTMC2T6.1	−	+	−
[Ca^2+^]_cyt_- and [Ca^2+^]_nuc_-regulated JA-responsive genes	cLUC-AT1G54410	−	−	−
	cLUC-AT3G19370	+	+	−

+ indicates interaction; − indicates no interaction.

## Data Availability

Not applicable.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/genes13030524/s1, Figure S1: Characterisation of *A. thaliana* T-DNA insertion mutants *cam1*, *cipk8*, and *gad1*, Figure S2: Volcano plots of the total gene expression profiles of WT, *PV-NES*, and *PV-NLS* transgenic lines after treatment with ABA (A–C) or MeJA (D–F), Figure S3: Venn diagram identifying the unique and shared genes among *PV-NES* and *PV-NLS* transgenic lines after treatment with ABA or MeJA, Figure S4: Interactions of several [Ca^2+^]_cyt_-regulated ABA-responsive genes with four hub genes in tobacco leaves, as determined by LCI assays, Figure S5: Interactions of two [Ca^2+^]_cyt_-regulated JA-responsive genes with three hub genes in tobacco leaves, as determined by LCI assays, Figure S6: Interactions of two [Ca^2+^]_cyt_- and [Ca^2+^]_nuc_-regulated ABA-responsive genes with three hub genes in tobacco leaves, as determined by LCI assays, Figure S7: Interactions of two [Ca^2+^]_cyt_- and [Ca^2+^]_nuc_-regulated JA-responsive genes with three hub genes in tobacco leaves, as determined by LCI assays, Table S1: Primers used in this study, Table S2: [Ca^2+^]-regulated ABA-responsive genes, Table S3: [Ca^2+^]-regulated JA-responsive genes, Table S4: Microarray datasets used for the construction of co-expression networks, Table S5: Decoding Ca^2+^ signalling proteins, Table S6: Hormone signalling pathway proteins, Table S7: Genes in the co-expression network, Table S8: Genes co-expressed with *CAM1*, *CIPK8*, *GAD1*, and *GUN5*.

How the deposited data were processed for this re-analysis (not part of the article)

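Seedlings of *A. thaliana* WT, *PV-NES* and *PV-NLS* were stratified for 3 days, grown for 3 days and treated with hormone for 5 days, at 22 °C with 16 h of light and 8 h of dark. The paper gives this schedule for ABA and MeJA, and for ACC it was assumed. RNA of 29 samples was hybridised to ATH1 arrays, which form 12 groups, with 3 transgenic lines per genotype and treatment, 2 WT controls and 1 WT array each for ABA, MeJA and ACC. The deposited values are log2 signals per probe set, which the authors background-corrected, quantile-normalised and summarised by RMA over all arrays before deposit, and they were used without further normalization. That their base is 2 was read from their range, 1.345 to 13.261, and their like distributions. Raw image files were not used. The number of arrays limits the precision of each value, and detection calls were not used here. A fold from a signal that lies below the array medians, as in the controls for AT3G17520, THI2.1 and AT5G19890, is therefore uncertain in size.

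Of 22810 probe sets, 64 array controls were left out. The annotation at hand names 1 gene for 13513 probe sets, several genes for 503 and no gene for 8730. The last 2 kinds were tested under their probe set and are given no gene's name. A gene with several probe sets, of which there are 146, was represented by the probe set with the highest mean over all arrays. This left 22589 genes, a unit chosen after the annotation was seen and before any comparison was fitted. The ABA receptors (PYR/PYL), clade A protein phosphatases 2C, JAZ repressors, mitochondrion-encoded genes, salicylic acid and pathogen defence genes and root marker genes had 0 measured members, since no probe set names 1 of them alone, so nothing is known here of these groups. Neither CAM1, CIPK8, GAD1 and CPN20 nor NCED3, ERF104 and PR1 are measured under a name, and no probe set was named by matching its values to the paper's tables.

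Group means were fitted with limma 3.58.1 in R 4.3.3, with 1 variance per gene shared by the 12 groups (17 residual degrees of freedom and 5.94 prior degrees of freedom). The lone WT hormone arrays are assumed to vary like the others. Each hormone was compared with the control of the same genotype, and each response in *PV-NES* or *PV-NLS* with that in WT by an interaction contrast. Adjusted p-values are by Benjamini and Hochberg over all genes of 1 comparison. A gene is called at a fold change above 2 and an adjusted p under 0.05, the thresholds of the methods. The rule for [Ca2+]_cyt_-, [Ca2+]_nuc_- and co-regulated genes is not spelled out in the text and was read from Tables S2 and S3, whose values were seen. Ca2+-regulated genes under both hormones were compared with 100 simulated draws. These used each gene's mean over all arrays of a treatment, whatever the genotype, and its moderated variance from limma. Every genotype thus had the same control level and the same hormone response, and both hormones shared the controls.

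The comparisons, the gene lists, most alternatives and the rule for which genes are named were set before the data were examined. The rule names every gene of the paper's results and discussion, for each hormone the 6 highest and 6 lowest genes called in all 3 genotypes, for each class the 4 genes that differ most from WT, up to 4 called and 2 other members of each list, and the 4 highest and 4 lowest called genes after ACC. Lists were tested against all other genes with camera, for lists of at least 5 members, with a preset correlation between genes of 0.01 and with an estimated one. These were 360 tests of 24 lists in 15 comparisons, of which 67 passed with the preset correlation and 0 with the estimated one (smallest adjusted p = 0.0508). The lists of Tables S5 and S6 are the study's own. A member is measured only where a probe set names it alone, which holds for 7 of 149 ABA and 4 of 45 JA pathway genes. For low-oxygen response genes it holds for 6 of 19, and for touch and early stress genes for 5 of 29. Counts over measured members therefore do not cover the whole lists. Families such as UDP-glycosyltransferases and expansins were added after the data were seen, as were the counts and medians of lists with 1 line or WT control left out.

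The labels give the same 3 lines of a genotype under every treatment. Arrays of 1 line, after the group means were subtracted, correlated across genes with a median r of 0.008 in *PV-NES* and 0.109 in *PV-NLS*, and arrays of different lines with -0.024 and -0.059. In *PV-NLS* the range was -0.132 to 0.309 for 1 line and -0.287 to 0.171 for different lines. Between its control and MeJA arrays, r of 1 line was 0.233, 0.187 and 0.196. The simulated draws leave such line effects out. The methods name no block, so the line was not a term of the fit, and a fit with the line as a block is among the alternatives. Network genes were correlated over 26 arrays after subtraction of the group means, with two-sided permutation tests of 100000 resamples, and after these were seen also with 20000 shuffles within groups and 72 arrangements of whole lines, in Python 3.11.15 (pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1).

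The fit was tested on simulated data of 22589 genes, in which 200 were changed by 1.5 and 200 by 2.5 log2 units. For ABA in *PV-NES* it recovered 99% of changes of 1.5 and 100% of 2.5 log2 units, for ABA in WT 97% and 98.5%, for MeJA in *PV-NLS* 99% and 100%, and for the interaction of ABA in *PV-NES* against WT 90.5% and 97.5%. Among unchanged genes it called 0, 3, 3 and 10 in these comparisons. The simulated genes vary independently, and the lone WT array varies like the others by construction. These shares are therefore not the power of the tests on the real arrays, and a gene without an interaction call is not shown to respond alike.

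The alternatives were cyclic loess between arrays, the 25% of genes with the lowest mean left out, only the arrays of the groups compared, eBayes with an intensity trend and robust settings, an unadjusted p, the transgenic line as a replicate block, the mean of a locus's probe sets, each transgenic line and each WT control left out in turn, and the methods' t-test. The methods' t-test without adjustment, a fit without the ACC arrays and a fit of the named loci only were chosen after seeing the data.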

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

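The tests of a swapped label, of a margin of 1 SD for the exchanged references and of which gene lists to report here were chosen only after the results were seen.

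ACC, the precursor of ethylene, was given at 1 μM to seedlings whose arrays the paper's text does not describe. AT5G19890, a peroxidase gene, rose by a log2 fold change of 5.42 in WT (standard error 0.45, adjusted p = 4.22e-07), 5.43 in *PV-NES* (standard error 0.30, adjusted p = 8.65e-11) and 4.63 in *PV-NLS*. In WT, 1222 genes responded to ACC (451 higher and 771 lower), in *PV-NES* 154 (72 and 82) and in *PV-NLS* 252 (109 and 143). With only the arrays of the groups compared, limma called 0 genes in WT, 189 in *PV-NES* and 259 in *PV-NLS*. limma's interaction test called 208 genes between *PV-NES* and WT, or 392 with only the arrays compared. Between *PV-NLS* and WT it called 316, or 0 with only the arrays compared. The signed log2 fold change was higher in *PV-NES* than in WT for 155 of the 208, and higher in *PV-NLS* for 276 of the 316. A higher signed value can come from a fall in WT alone, so it is not a stronger response. If any single ACC array gave so many calls, those of *PV-NES* and *PV-NLS* taken singly against 2 of their controls would reach 1222. The 18 counts were 21 to 214 (median 55.5), so single ACC arrays of these 2 genotypes did not. Their controls were more alike (r of 0.994 to 0.997 in *PV-NES* and 0.990 to 0.993 in *PV-NLS*) than the WT controls (0.984). These counts therefore cannot show how many calls 1 array against the WT controls would give. A swapped label between the WT hormone arrays is argued against by the change in the WT array labelled ACC, which correlated across genes with the transgenic change after ACC at r = 0.54, after MeJA at 0.276 and after ABA at 0.089. A property of this 1 WT array, a property of the 2 WT controls and a biological difference between the genotypes stay open, and none was tested. The WT count was 694 without WT control replicate 1 and 2070 without WT control replicate 2, that of *PV-NES* 91 and 64 without *PV-NES* replicates 2 and 3, and that of *PV-NLS* 156 without *PV-NLS* replicate 1. The 208 became 11 and 859 without WT control replicates 1 and 2, 5, 45 and 0 without *PV-NES* replicates 1, 2 and 3, and 79 without *PV-NLS* replicate 1. The 316 became 2 and 1376 without WT control replicates 1 and 2, 4 without *PV-NES* replicate 3, and 1, 546 and 34 without *PV-NLS* replicates 1, 2 and 3.

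After ABA, the interaction test called 6 genes between *PV-NES* and WT, AT5G40340 and AT4G26190 among them, while the study's rule, which tests no difference, placed 254 genes in a class after ABA and 152 after MeJA. The 6 became 62 and 18 without WT control replicates 1 and 2, 2, 0 and 1 without *PV-NES* replicates 1, 2 and 3, and 0 and 59 without *PV-NLS* replicates 2 and 3. If a reference of 1 hormone and 2 control arrays gave the whole of the ABA classes in *PV-NES*, references built from *PV-NLS* arrays would reach the 237 genes of WT. They gave 76 to 191 (9 references, median 117, SD 36.6), below 237 by more than the margin of 1 SD. The 9 references reuse the same arrays, and the *PV-NLS* controls were more alike (r of 0.990 to 0.993) than the WT controls (0.984). These counts therefore cannot exclude such a reference as the whole. These references differ from *PV-NES* in genotype too, and they do not cover the 17 [Ca2+]_nuc_-regulated genes. A property of the 1 WT array with ABA and an effect of genotype stay open, and neither was tested. Such a reference fits the MeJA classes in *PV-NLS*, where references built from *PV-NES* arrays gave 28 to 309 genes (median 75, SD 114), a range that holds the count with WT, though these references differ from *PV-NLS* in genotype too. In simulated draws with no effect of genotype, 0 of 100 reached 254 (highest 124) and 0 reached 152 (highest 141), which met the bounds set against spread. By class, draws with as many genes were among them for the 17 [Ca2+]_nuc_-regulated (median 37, highest 49) and 21 co-regulated genes after ABA (22 and 35) and the 51 [Ca2+]_cyt_-regulated (44 and 63) and 37 co-regulated genes after MeJA (26 and 38), and not for the 216 [Ca2+]_cyt_-regulated genes after ABA (37 and 50) or the 64 [Ca2+]_nuc_-regulated genes after MeJA (44 and 60). These bounds were set aside after the counts were seen, because the draws let each gene vary alone, while genes of 1 list varied together between arrays of a group, the plastid-encoded genes with an estimated correlation of 0.245. For the ABA and MeJA classes, spread between arrays and an effect of genotype therefore cannot be told apart with 1 WT array, and references for ABA in *PV-NLS* and MeJA in *PV-NES* were not run.

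All 24 genes in a class under both hormones differed from WT in the same direction, HIS1-3 and AT5G40450 among them. With shared controls and no effect of genotype, 7 of 100 simulated draws reached 24 shared genes (median 17, highest 27), which met the bound set for the shared controls as a cause. The simulated classes were smaller (median 96.5 genes after ABA and 115 after MeJA, against 254 and 152 here), and each gene varied alone. The draws therefore cannot decide this cause. Over the draws 52.9% to 100% of the shared genes had 1 direction (87.1% of all), and all of them did in 7 of the 100. No draw did both, since in the 7 that reached 24 it was 72% to 95.8%. Differences between the control arrays alone met the bound set for them, since the hormone-treated arrays differed by more than 1 log2 unit under both hormones in 7 of the 24, but they leave part of the pattern unaccounted for. The control arrays added to the class's direction under both hormones in 20 of the 24, by more than 0.5 in 13, and the medians were 0.69 for the control part and 0.81 and 0.72 for the treated part after ABA and MeJA. The treated arrays differed in the direction of the class under both hormones in 21 of the 24. A gene is in a class only when its treated and control parts sum to more than 1 log2 unit in that direction. Selection alone therefore favours both counts, the 20 and the 21, and neither tells the causes apart. A shared effect of genotype stays open as well and was not tested. Without WT control replicate 1 the number was 81 and without WT control replicate 2, 115.

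Responses of whole gene lists differed from WT by camera with the preset correlation, for 10 pairs of a list set beforehand and a comparison, and for 10 of lists added later. With an estimated correlation 0 of them passed, so these are differences of medians that the correlation between genes leaves uncertain. After ABA, the 6 low-oxygen response genes differed in *PV-NES* from WT by a median log2 of 1.69 (adjusted p = 9.13e-08, estimated 0.0508), the 5 touch and early stress genes by 1.203 (0.00159, estimated 0.199) and the 69 plastid-encoded genes by -0.485 (1.41e-14, estimated 0.183). The plastid-encoded genes differed in *PV-NLS* by -0.188 (6.54e-04, estimated 0.888). After ACC in *PV-NES*, the 8 nuclear photosynthesis genes differed by 0.443 (0.00439, estimated 0.408), the plastid-encoded genes by -0.251 (0.00439, estimated 0.528) and the touch genes by -1.45 (0.0309, estimated 0.408). After ACC in *PV-NLS*, the nuclear photosynthesis genes differed by 0.446 (0.00554, estimated 0.321), the touch genes by -2.19 (0.00554, estimated 0.321) and the 70 Ca2+ signal-decoding genes of Table S5, chosen by the study, by -0.182 (0.0263, estimated 0.321).

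Over leaving out each line and WT control in turn, the differences of the low-oxygen response genes (1.518 to 1.811) and plastid-encoded genes (-0.637 to -0.411) after ABA in *PV-NES* passed with the preset correlation each time. The touch genes after ABA in *PV-NES* differed by 0.579 without WT control replicate 2 (adjusted p = 0.175), 1.943 without WT control replicate 1, and 0.762 and 1.836 without *PV-NES* replicates 2 and 3. The plastid-encoded genes after ABA in *PV-NLS* differed by -0.042 without *PV-NLS* replicate 3 (0.865), -0.071 without WT control replicate 2 (0.468), -0.348 without *PV-NLS* replicate 1 and -0.305 without WT control replicate 1. After ACC, the touch genes differed without WT control replicate 1 by -0.408 in *PV-NES* (0.254) and by -0.807 in *PV-NLS* (0.0335), the nuclear photosynthesis genes in *PV-NES* by 0.258 and the Ca2+ signal-decoding genes by -0.163 (0.0841). The plastid-encoded genes after ACC in *PV-NES* differed by -0.459 and -0.212 (0.0799) without *PV-NES* replicates 1 and 2 and by -0.160 without WT control replicate 2 (0.268).

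For each hormone in *PV-NES* and *PV-NLS*, the 6 arrays make 10 splits into 3 and 3, which are too few for a share under 0.05, and 1 of the 10, the real one, gave as many genes. The real split gave 667 genes for ABA in *PV-NES*, 888 for ABA in *PV-NLS*, 1093 for MeJA in *PV-NES*, 154 for ACC in *PV-NES* and 252 for ACC in *PV-NLS*, and the highest other split gave 0 in each by limma. For MeJA in *PV-NLS* these were 1261 and 18.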

How the results depend on the processing

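The methods' t-test without adjustment, the fit without the ACC arrays, the fit of the named loci only and the shuffles of network gene pairs within groups or by whole lines were chosen only after the results were seen. The cause was not tested for any change below, except that a fit of the named loci only, or of only the arrays compared, holds fewer genes or arrays by construction. With the transgenic line as a replicate block, ABA called 1007 genes in WT, 667 in *PV-NES* and 883 in *PV-NLS*, and no count of responsive, class, shared or interaction genes moved by more than 1.5 times. The interactions called 5 genes for ABA and 153 for ACC in *PV-NES* and 309 for ACC in *PV-NLS*. With the block, 248 of the 254 class genes after ABA and 151 of the 152 after MeJA remained in a class, and 2 genes were co-regulated under ABA and [Ca2+]_cyt_-regulated under MeJA. Of 1404 values of named genes, 1394 kept their call with the block, 3 no longer passed (psbT and psaC after ABA in WT and PAP85 after ABA in *PV-NLS*), 7 newly passed and 0 reversed. No call of a named gene changed direction under any setting run for it, and no call of a list did with cyclic loess, without the 25% of genes with the lowest mean or with the mean of probe sets. List medians did cross 0 with 1 line or WT control left out, such as that of the plastid photosystem, cytochrome b6f and ATP synthase genes for ABA in *PV-NLS* against WT (-0.111, and 0.112 without *PV-NLS* replicate 3). With network gene pairs shuffled only within groups, 10 rather than 35 passed, and with whole lines shuffled 0 (22 of the 35 unadjusted). With cyclic loess, the interaction test called 1 gene for MeJA in *PV-NES* and 1 in *PV-NLS*. With only the arrays compared, ABA called 91 genes, MeJA 129 and ACC 0 in WT, and the interaction test 0 for ABA in *PV-NES*, 392 for ACC in *PV-NES* and 0 for ACC in *PV-NLS*. With trend and robust settings the interaction of ABA in *PV-NES* called 11. With an unadjusted p, the classes shared 38 genes, and the interactions in *PV-NES* and *PV-NLS* called 325 and 30 for ABA, 139 and 209 for MeJA, and 759 and 850 for ACC.

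With the methods' t-test and adjustment, WT gave 0 genes for ABA, 0 for MeJA and 0 for ACC (219, 199 and 155 unadjusted), *PV-NES* 432, 720 and 0, and *PV-NLS* 555, 727 and 1. The [Ca2+]_cyt_-, [Ca2+]_nuc_- and co-regulated classes then held 24, 5 and 1 genes for ABA and 20, 18 and 3 for MeJA, with 3 shared. Unadjusted, the [Ca2+]_cyt_- and co-regulated classes held 82 and 4 genes for ABA and 33 and 21 for MeJA, with 14 shared. Without the ACC arrays the interaction of MeJA in *PV-NLS* called 1 gene. With the named loci only, WT, *PV-NES* and *PV-NLS* gave 507, 336 and 455 genes for ABA, 536, 516 and 603 for MeJA and 592, 71 and 131 for ACC. The classes held 112, 6 and 10 genes for ABA and 23, 25 and 23 for MeJA, with 8 shared, and the interactions called 0 for ABA in *PV-NES* and 99 and 123 for ACC in *PV-NES* and *PV-NLS*. The lowest correlation between replicates was 0.951 among the probe sets brighter than the median, against 0.982.

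Over leaving out each transgenic line and each WT control in turn, ABA called 951 to 1280 genes in WT, 602 to 673 in *PV-NES* and 836 to 904 in *PV-NLS*, MeJA 868 to 1754, 1012 to 1229 and 1258 to 1353, and ACC 694 to 2070, 64 to 166 and 156 to 278. The [Ca2+]_cyt_-, [Ca2+]_nuc_- and co-regulated classes held 177 to 314, 9 to 112 and 5 to 111 genes for ABA and 33 to 168, 48 to 199 and 23 to 171 for MeJA, with 21 to 115 shared. The interactions in *PV-NES* and *PV-NLS* called 0 to 62 and 0 to 1 for ABA, 0 to 9 and 0 to 144 for MeJA, and 0 to 859 and 1 to 1376 for ACC. Without WT control replicate 2, MeJA called 1754 genes in WT, ACC 2070, and the classes held 458 genes for ABA, 170 of them in a class with all arrays, and 405 for MeJA, 122 of them. Without WT control replicate 1 they held 399 (180) and 281 (91), and ACC called 694. The single WT hormone arrays cannot be left out, so how far each WT value rests on its 1 array was not measured. On arrays the number of replicates and the signal over background limit small changes of dim genes, and leaving out the 25% of genes with the lowest mean moved no count of responsive, class, shared or interaction genes by more than 1.5 times.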

Differences from the paper's values

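The fit without adjustment by the methods' t-test, the fit of named loci only, the fit without the ACC arrays and the comparison of classes without the shared genes were chosen only after the results were seen. The paper gives 1 gene co-regulated under both ABA and MeJA, and here 2 genes were. Of the alternatives set before the data were examined, the value was 1 without *PV-NES* replicate 2 and without *PV-NLS* replicate 3. It stayed different with cyclic loess, without the 25% of genes with the lowest mean, with trend and robust settings, with the line as a replicate block, with the mean of probe sets and without *PV-NES* replicate 1 or 3 or *PV-NLS* replicate 1 or 2 (2 in each). It was also different with only the arrays compared (4), an unadjusted p (5), without WT control replicate 1 (19) or 2 (33), and with the methods' t-test, adjusted (0). Chosen after seeing the values, the methods' t-test without adjustment gave 1 and left 72 of 112 named loci of Table S2 and 24 of 68 of Table S3 in no class, the named loci only gave 1 and left 3 and 1, against 2 and 1 with all genes, and the fit without the ACC arrays gave 3. A further gene here, co-regulated under ABA and [Ca2+]_cyt_-regulated under MeJA, has no counterpart among the paper's pairs. The paper's 22 genes shared by both hormones, 8 [Ca2+]_cyt_-regulated under both and 7 [Ca2+]_cyt_-regulated under ABA and co-regulated under MeJA lie beside 24, 9 and 6 here. The paper's text for 1 more pair can be read as [Ca2+]_nuc_-regulated under ABA with [Ca2+]_cyt_-regulated or with co-regulated under MeJA. The second reading gives 1 gene here and the first 0, and the second was taken after these counts were seen.

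The fold changes of Tables S2 and S3 could be set beside the values here for 172 loci, and 385 of 387 log2 fold changes lay within 0.005. The exception was AT2G20210 after MeJA, with gaps of 0.481 and 1.832. In all 25 statements of a gene's class that could be checked, for genes that a probe set names, the class here was the same. The class rule was read from the paper's own tables and the arrays are the same, so this is no independent check. The paper's counts of responsive genes are 1001, 667 and 889 for ABA and 1145, 1095 and 1262 for MeJA in WT, *PV-NES* and *PV-NLS*, and here they were 1002, 667 and 888 and 1143, 1093 and 1261. The methods name Student's *t*-test, and the methods' t-test with adjustment gave 0, 432 and 555 for ABA and 0, 720 and 727 for MeJA. The paper's 193, 15 and 14 classes for ABA and 40, 57 and 25 for MeJA lie beside 216, 17 and 21 and 51, 64 and 37 here, or 199, 14 and 17 and 41, 59 and 28 when the 24 genes shared by both hormones are left out.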

Other observations

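The families of genes from the UDP-glycosyltransferases on, and their counts, were chosen only after the data were seen. ACC raised 34 genes and lowered 15 in all 3 genotypes. The peroxidase gene AT1G49570 rose by a log2 fold change of 3.57 in WT, 3.14 in *PV-NES* and 3.03 in *PV-NLS*, and AT4G33720, of the PR-1-like family, by 4.94, 3.54 and 3.96. DFR, an enzyme of anthocyanin synthesis, fell after ACC by 2.11 in WT (adjusted p = 0.00693), by 2.14 in *PV-NES* (adjusted p = 6.53e-04) and had -2.34 in *PV-NLS* (adjusted p = 2.33e-04), and its WT value without WT control replicate 1 was -1.54 (adjusted p = 0.0997). DFR rose after MeJA by 1.73 in WT (adjusted p = 0.0260), 1.79 in *PV-NES* (adjusted p = 3.47e-04) and 1.5 in *PV-NLS*, and its WT value without WT control replicate 2 was 1.16 (adjusted p = 0.157). Of the 4 measured flavonoid and anthocyanin genes, 3 fell after ACC in WT (0 without WT control replicate 1), 2 in *PV-NES* (1 without any 1 of its 3 lines) and 1 in *PV-NLS* (2 without *PV-NLS* replicate 3). After ABA, 3 of them rose in WT (1 without WT control replicate 2), 1 in *PV-NES* (2 without *PV-NES* replicate 1 or 2 and 0 without replicate 3) and 3 in *PV-NLS*, with 4, 1 and 3 when adjusted over the list alone.

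After ABA, 2 of 6 low-oxygen response genes fell in WT (0 without *PV-NES* replicate 1, *PV-NLS* replicate 1 or either WT control, 1 without *PV-NES* replicate 2 or 3 or *PV-NLS* replicate 3), 1 rose in *PV-NES* and 1 fell in *PV-NLS* (2 without *PV-NLS* replicate 1 or 3, 0 without replicate 2). Adjusted over the list alone, 3 fell in WT, 1 rose in *PV-NES* and 1 fell in *PV-NLS*. Camera's preset correlation gave adjusted p = 0.0187, 0.0142 and 0.0384, and an estimated one 0.406, 0.449 and 0.429. After MeJA 1 low-oxygen gene fell in WT (2 without *PV-NES* replicate 1 or 2, 0 without WT control replicate 1) and 3 fell in *PV-NLS*, and after ACC 3 fell in *PV-NLS*. Of 5 touch and early stress genes, 2 fell after ABA in WT (4 without WT control replicate 1, 0 without replicate 2) and 3 in *PV-NLS*, after MeJA 1 in WT (3 without WT control replicate 1), 2 in *PV-NES* (1 without *PV-NES* replicate 3) and 2 in *PV-NLS*, and after ACC 1 rose in WT (0 without *PV-NES* replicate 1 or 3, any *PV-NLS* line or WT control replicate 1, and 2 and 3 without *PV-NES* replicate 2 and WT control replicate 2) and 1 fell in *PV-NLS* (0 without any 1 of its lines).

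Among jasmonate- and wound-induced genes, THI2.1 rose after MeJA in each genotype. Without *PV-NLS* replicate 2, PDF1.2 (1.819) and PDF1.2b (1.78) also rose after MeJA in *PV-NES*, and without *PV-NLS* replicate 1 PDF1.2b fell after MeJA in *PV-NLS* (-2.757, adjusted p = 0.0363). PDF1.2 and PDF1.2b fell after ABA in *PV-NLS* (2 of 3 genes, and 1 without any *PV-NES* line or *PV-NLS* replicate 2 or 3). Of 2 genes of jasmonate biosynthesis and catabolism, 1 rose after MeJA in each genotype, OPCL1 in WT and JMT in *PV-NES* and *PV-NLS*. Without WT control replicate 1, OPCL1 in WT had 0.967 and did not pass and JMT had 1.091 (adjusted p = 0.0128), and OPCL1 also passed in *PV-NLS* without *PV-NLS* replicate 2. JMT fell in WT after ABA and after ACC (0 in both without WT control replicate 1). UGT74B1, the measured indole glucosinolate gene, rose after MeJA in each genotype, but not in WT without WT control replicate 1 (0.78, adjusted p = 0.114) or in *PV-NLS* without *PV-NLS* replicate 1 (0.94) or 3 (0.82). BCAT4, of aliphatic glucosinolate synthesis, rose by 1.61, 1.62 and 1.33. AT3G15450, of the sugar starvation list, fell after MeJA in all 3 genotypes and after ABA in WT and *PV-NLS*. Both root hair genes, EXPA7 and EXPA18, rose after MeJA in *PV-NLS* (0 without *PV-NLS* replicate 1 or 2) and after ABA in *PV-NES* (1 without *PV-NES* replicate 2 or 3 or *PV-NLS* replicate 2), and 1 rose after ABA in *PV-NLS*, and in WT without WT control replicate 2. Of 8 nuclear photosynthesis genes, LHCB4.3 alone fell after MeJA, in each genotype, and for the list camera's preset correlation gave adjusted p = 2.44e-04, 0.00437 and 8.77e-04 and an estimated one 0.249, 0.436 and 0.460. The 69 plastid-encoded genes had median log2 fold changes after MeJA of -0.38, -0.31 and -0.36 (preset adjusted p = 5.98e-06, 3.19e-06 and 2.57e-04, estimated 0.504, 0.447 and 0.460). After ACC, 5 plastid-encoded genes rose and 3 fell in WT (3 and 5 without WT control replicate 2, 1 lower without replicate 1) and 7 rose in *PV-NLS* (3 without *PV-NLS* replicate 1).

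Of the 70 measured among 232 Ca2+ signal-decoding genes of Table S5, a list the study chose, 2 fell after ABA in WT (3 when adjusted over the list alone, and 4 without *PV-NES* replicate 2), 1 rose in *PV-NES* (0 without *PV-NES* replicate 2 or 3) and 6 fell in *PV-NLS* (2 without *PV-NLS* replicate 1). In WT more of them fell without WT control replicate 1, and some rose without WT control replicate 2. After MeJA 2 rose in WT, 1 in *PV-NES* (2 without *PV-NES* replicate 2) and 4 in *PV-NLS* (2 without *PV-NLS* replicate 1 or 2), and after ACC 4 rose in WT (10 without WT control replicate 2). Of the 4 measured among 45 JA pathway genes of Table S6, the 1 called was JMT. The ABA pathway list of Table S6 holds 149 genes, so most of that pathway has no named value here. The 7 measured ABA pathway genes of Table S6, the ethylene response gene RTE1, the clock gene GI and the 2 reference genes were not called by limma after any hormone, but without WT control replicate 2 GI rose after ABA in WT (1.406, adjusted p = 0.00929).

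MeJA raised 8 of 47 UDP-glycosyltransferase genes in WT, 9 in *PV-NES* and 9 in *PV-NLS*, and lowered 2, 1 and 1 (0 without WT control replicate 1, *PV-NES* replicate 1 or 3 and *PV-NLS* replicate 1 in these genotypes, and 2 without *PV-NLS* replicate 2). UGT76B1 rose by 2.05, 1.81 and 2.20. All 4 jacalin-related lectin genes rose in WT, 2 in *PV-NES* (1 without *PV-NES* replicate 1) and 3 in *PV-NLS*. Of 23 cytochrome P450 genes, 2, 3 and 3 rose after MeJA, and CYP71B22, CYP71B24 and CYP71B29 fell in WT and in *PV-NLS* (1 fell in *PV-NES* without *PV-NES* replicate 2). Not all of these lower calls in WT and *PV-NLS* held with 1 line or WT control left out. CYP71B37 rose by 1.98, 1.84 and 2.45. After ABA, 2 of 14 SWEET sugar transporter genes rose in WT (1 without WT control replicate 1), 3 in *PV-NES* and 2 in *PV-NLS*, and SWEET4 rose by 1.56, 1.77 and 1.37. Of 18 expansin genes, 4 fell after ABA in each genotype (6 in WT without WT control replicate 1), and 1, 4 and 3 rose (2 and 3 in WT without WT control replicates 2 and 1). EXPA4 had -1.96, -1.65 and -1.74 and EXLB1 2.14, 2.19 and 2.26. BGLU24, a beta-glucosidase gene, rose after ABA by 3.45, 3.36 and 3.40. The tau class glutathione S-transferase gene GSTU26 rose after MeJA by 3.82, 3.38 and 3.28, and the trichome birefringence-like gene TBL26 by 3.94, 4.50 and 3.50. The 7 glutamate receptor-like channel genes and 15 IQ-domain calmodulin-binding genes were not called after any hormone, but without WT control replicate 2 in WT 1 glutamate receptor-like gene rose after MeJA, and 2 IQ-domain genes fell after ABA and 1 after ACC.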
